# Endometrial Epithelial ARID1A Is Required for Uterine Immune Homeostasis during Early Pregnancy

**DOI:** 10.3390/ijms23116067

**Published:** 2022-05-28

**Authors:** Ryan M. Marquardt, Soo Hyun Ahn, Jake J. Reske, Ronald L. Chandler, Margaret G. Petroff, Tae Hoon Kim, Jae-Wook Jeong

**Keywords:** endometrium, infertility, immunology, inflammation, endometriosis, ARID1A

## Abstract

A growing body of work suggests epigenetic dysregulation contributes to endometriosis pathophysiology and female infertility. The chromatin remodeling complex subunit AT-rich interaction domain 1A (ARID1A) must be properly expressed to maintain normal uterine function. Endometrial epithelial ARID1A is indispensable for pregnancy establishment in mice through regulation of endometrial gland function; however, ARID1A expression is decreased in infertile women with endometriosis. We hypothesized that ARID1A performs critical operations in the endometrial epithelium necessary for fertility besides maintaining gland function. To identify alterations in uterine gene expression resulting from loss of epithelial ARID1A, we performed RNA-sequencing analysis on pre-implantation uteri from *Ltf^iCre/+^Arid1a^f/f^* and control mice. Differential expression analysis identified 4181 differentially expressed genes enriched for immune-related ingenuity canonical pathways including agranulocyte adhesion and diapedesis and natural killer cell signaling. RT-qPCR confirmed an increase in pro-inflammatory cytokine and macrophage-related gene expression but a decrease in natural killer cell signaling. Immunostaining confirmed a uterus-specific increase in macrophage infiltration. Flow cytometry delineated an increase in inflammatory macrophages and a decrease in uterine dendritic cells in *Ltf^iCre/+^Arid1a^f/f^* uteri. These findings demonstrate a role for endometrial epithelial ARID1A in suppressing inflammation and maintaining uterine immune homeostasis, which are required for successful pregnancy and gynecological health.

## 1. Introduction

The endometrium, the inner lining of the uterus, is a highly dynamic and interconnected group of cells consisting of luminal epithelium, glandular epithelium, and stroma. Luminal epithelial cells face the uterine lumen and are the first uterine cells to interact with an embryo in the context of pregnancy. Glandular epithelial cells form gland structures apart from the uterine lumen and perform critical functions for pregnancy through their secretions, which contact the contents of the lumen, the luminal epithelium, and the surrounding stroma [1]. The stroma plays a supportive role from its position surrounding the epithelial cells and consists of a mixture of stromal fibroblasts, endothelial cells, and immune cells.

Together, these endometrial compartments maintain a dynamic homeostasis through tight regulation by the ovarian steroid hormones estrogen (E2) and progesterone (P4). Signaling primarily through their nuclear receptors, E2 and P4 function in a complex epithelial-stromal crosstalk that governs the menstrual cycle in humans, the estrous cycle in mice, and the window of implantation in both species [2,3]. Additionally, the differentiation of uterine stromal fibroblasts into specialized, secretory decidual cells is essential for pregnancy progression and is a progesterone-dependent cyclical process in humans, whereas it relies on the presence of an embryo and nidatory E2 to induce leukemia inhibitory factor (LIF) secretion from glands in rodents [4,5]. Proper embryo implantation and complete decidualization are required not only for the establishment of pregnancy but also for the healthy progression of pregnancy to placentation and on-time delivery [6].

To facilitate proper vascularization and tissue remodeling in the formation of the decidua, which goes on to act as a physical scaffold and provide essential nutritional support and immune tolerance for the developing embryo until placentation, at least three specific immune cell types must maintain an appropriate spaciotemporal balance [7]. Uterine natural killer cells (uNKs), an innate lymphoid cell type, constitute the majority of all human decidual lymphocytes and contribute to angiogenesis, vascular remodeling, and proper placentation [7,8]. More recently, a critical role for uNKs has been described in clearing senescent decidual cells [9,10]. In mice, uNKs appear by gestation day (GD) 6.5, just after implantation, peak at GD 12.5 after the placenta is fully formed, and play a role in decidual integrity [11].

Macrophages, a class of innate myeloid immune cells, are another common cell type in the uterus, and they can originate from circulating monocytes or be resident to the tissue [7]. These cells are key sensors of infection and regulators of the inflammatory response, and subtypes of macrophages can be either proinflammatory or anti-inflammatory depending on the cytokines they secrete. Homeostatic uterine macrophages are thought to be primarily anti-inflammatory outside of transient inflammation in preparation for pregnancy, but an abundance of proinflammatory macrophage activity in the uterus is associated with pathologies [12].

Dendritic cells in general are myeloid antigen-presenting cells that link innate immunity to the adaptive immune system. Uterine dendritic cells (uDCs) are normally rare, but increasing numbers are recruited to the decidua and appear to function there in tissue remodeling and angiogenesis [7,13,14]. Numbers of uNKs, uterine macrophages, and uDCs have all been reported to fluctuate during endometrial cycling and peak at the secretory phase, implying either direct or indirect regulation by steroid hormones, but the mechanism has not been well characterized [15].

When the normal hormone and immune-regulated homeostatic balance of the endometrium is lost, gynecological pathologies can develop including recurrent implantation failure, recurrent pregnancy loss, endometrial cancer, and endometriosis [16]. Endometriosis occurs when endometrium-like glands and stroma form ectopic lesions outside the uterus, and along with a high prevalence of chronic pain, it is often accompanied by infertility or subfertility [17]. The prevalence of this E2-driven, P4-resistant inflammatory disorder is estimated to be 10% of reproductive-age women, but the heterogeneity of its clinical presentation contributes to a high frequency of delayed diagnosis, making true prevalence estimates and systematic study difficult [18]. Surgical resection of lesions and hormone suppression are the standard treatment options for endometriosis-related pain, but suppression of ovulation precludes fertility, and surgical treatments have mixed results on fertility outcomes, leaving in vitro fertilization as the typical option for women affected by endometriosis-related infertility [19]. While its pathogenesis is not thoroughly understood and is almost certainly multifactorial, perturbations in local and systemic immune cell populations have been clearly implicated in both endometriotic lesion establishment and dysregulation of the endometrial environment [15].

Substantial work from our group and others has also identified a wide array of epigenetic factors dysregulated in the endometrium of women with endometriosis including histone-modifying enzymes, DNA modifiers, and chromatin architecture modifiers [20,21,22,23,24,25]. The SWItch/Sucrose Non-Fermentable (SWI/SNF) chromatin remodeling complex subunit AT-rich interaction domain 1A (ARID1A) is commonly known for its tumor suppressor role and its prevalent inactivating mutations in endometriosis-associated ovarian carcinomas, but it is also mutated in non-cancerous endometriotic lesions and underexpressed in the endometrium of infertile women with endometriosis [24,26,27]. Furthermore, studies using mouse models have shown that deletion of uterine *Arid1a* drives increased endometriosis-like lesion establishment and causes endometrial-factor infertility related to disrupted P4 and E2 signaling [22,24,28]. Focused study on the role of ARID1A in the endometrial epithelium has revealed its critical cell-type-specific roles of maintaining epithelial identity and enabling gland development and function in pregnancy [29,30,31]. Deletion of *Arid1a* in the adult mouse endometrial epithelium led to early pregnancy defects through attenuation of forkhead box A2 (FOXA2) expression and LIF secretion from uterine glands. However, disruption of this pathway does not appear to fully explain the pregnancy-related uterine defects resulting from epithelial *Arid1a* deletion, which led us to hypothesize that endometrial epithelial ARID1A performs other critical functions in the endometrial epithelium necessary for fertility.

In this study, we utilized RNA-sequencing analysis of endometrial epithelium-specific *Arid1a* knockout mice driven by lactoferrin (*Ltf*)-*iCre* (*Ltf^iCre/+^Arid1a^f/f^*) to explore the in vivo uterine transcriptome dysregulation in early pregnancy that results from loss of epithelial ARID1A. Our analysis revealed large scale disruption of immune-related pathways, most notably an increase in proinflammatory cytokine gene expression and a decrease in uNK cell markers. Further functional study demonstrated a marked increase in uterine infiltration by proinflammatory macrophages with correspondent decreases in uNKs and uDCs, revealing a critical role for endometrial epithelial ARID1A in maintaining uterine immune homeostasis during early pregnancy.

## 2. Results

### 2.1. Deletion of Endometrial Epithelial Arid1a in Mice Causes Diminished Implantation Site Size and uNK Cell Numbers at GD 7.5

*Ltf^iCre/+^Arid1a^f/f^* mice are severely subfertile and exhibit implantation and decidualization defects at the peri-implantation and early post-implantation stages (GD 4.5–5.5), but the effects of endometrial epithelial *Arid1a* deletion on subsequent stages of pregnancy have not been previously reported [31]. We collected uterine samples at GD 7.5 and found that although the number of implantation sites was not different from controls (Control = 4.88 ± 1.47, *Ltf^iCre/+^Arid1a^f/f^* = 5.00 ± 1.13, *p* = 0.8578), *Ltf^iCre/+^Arid1a^f/f^* implantation sites were significantly decreased in diameter (Control = 3.80 ± 0.05 mm, *Ltf^iCre/+^Arid1a^f/f^* = 2.89 ± 0.13 mm, *p* = 0.0002) and weight (Control = 0.0092 ± 0.0006 g, *Ltf^iCre/+^Arid1a^f/f^* = 0.0060 ± 0.0004 g, *p* = 0.0092; Figure 1).

Immunohistochemical staining of implantation site cross sections for the decidualization marker cyclooxygenase-2 (COX-2) revealed a substantially diminished decidual area (Figure 2A). Concurrent with the development of the decidua, uNK cells normally proliferate in a healthy implantation site and function in angiogenesis and vascular remodeling [7,11]. However, *Ltf^iCre/+^Arid1a^f/f^* mice exhibited significantly decreased numbers of uNK cells at GD 7.5 counted based on *Dolichos biflorus* (DBA) lectin staining (Control = 390.00 ± 90.63, *Ltf^iCre/+^Arid1a^f/f^* = 13.40 ± 5.92, *p* = 0.0079; Figure 2B,C).

### 2.2. RNA-Sequencing Analysis of Ltf^iCre/+^Arid1a^f/f^ Uteri at GD 3.5 Reveals Altered Immune Pathways

Seeking to discover gene expression changes earlier in pregnancy that could explain compromised decidualization and deficiency of uNK cells due to *Arid1a* deletion, we performed RNA-sequencing analysis on *Ltf^iCre/+^Arid1a^f/f^* uteri collected at GD 3.5, when the uterus is preparing to receive an implanting embryo and just before the onset of decidualization. 

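Uteri of 5 control *Arid1a f/f* mice and 5 *Ltf iCre/+Arid1a f/f* mice were sequenced at GD 3.5 as 50 bp, paired end mRNA libraries. In *Ltf iCre/+Arid1a f/f* mice, Cre recombinase is expressed from the lactoferrin locus and deletes *Arid1a* in the endometrial epithelium. The authors trimmed the reads, aligned them to the GRCm38 mouse genome with STAR and deposited the number of reads that STAR counted on each gene, without normalization or a filter on low counts. The strand setting of the counting is not given in the paper's text. It is therefore not known how reads were counted where a gene overlaps another on the opposite strand. Between 65351817 and 72702411 counts per uterus were assigned to genes in controls (median 69466463) and between 59296537 and 67990486 in *Ltf iCre/+Arid1a f/f* mice (median 66394923). The paper gives an average depth of 50 M reads per sample, and the values reported here rest on the deposited counts. Of the 45706 genes listed, the 25146 with a mean of at least 1 count per sample were tested, as in the paper's methods, and these held 99.997% of all counts. Library sizes were normalized by edgeR's TMM method and expression is given in CPM, counts scaled to a common library size. Genotypes were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and single genes also with a two-sided exact permutation test of log2 CPM, which cannot give a p below 0.00794 with 5 uteri against 5. The deleted gene, *Arid1a* (ENSMUSG00000007880), lies on chromosome 4 of GRCm38 from 133679008 to 133756769. Its expression was 213 ± 22.9 CPM (SD, n = 5) in control uteri and 185 ± 15.9 CPM (SD, n = 5) in *Ltf iCre/+Arid1a f/f* uteri. The log2 fold change of *Arid1a* was -0.20 (standard error 0.09, adjusted p = 0.201 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 4 of the 5 *Ltf iCre/+Arid1a f/f* uteri lay below every control (exact permutation p = 0.0397). *Ltf* (ENSMUSG00000032496), the gene whose locus carries the Cre, lies on chromosome 9 from 111019271 to 111042767 and had 4.75 ± 3.92 CPM (SD, n = 5) in controls and 714 ± 1194 CPM (SD, n = 5) in *Ltf iCre/+Arid1a f/f* uteri. Its log2 fold change was 7.23 (standard error 1.36, adjusted p = 0.00920 from the same quasi-likelihood test), 5.27 without *Ltf iCre/+Arid1a f/f* replicate 5, which alone held 2831 CPM, and 7.88 without control replicate 1.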

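The 500 genes of largest variance among the filtered genes were taken from the regularized-logarithm values of the counts. The first component held 57.0% of their variance and the second 19.8%. The mean score on the first component was -15.9 ± 2.52 (SD, n = 5) in control uteri and 15.9 ± 21.6 (SD, n = 5) in *Ltf iCre/+Arid1a f/f* uteri. Every *Ltf iCre/+Arid1a f/f* uterus scored above every control, with a difference in means of 31.8 (two-sided exact permutation p = 0.00794, the smallest that 5 uteri against 5 allow). The scores of the *Ltf iCre/+Arid1a f/f* uteri were spread more widely, at 22.7, -1.06, 0.73, 6.54 and 50.7 for replicates 1 to 5, while the controls lay between -18.6 and -13.0. On the second component the difference in means was 13.9 and not larger than the spread between uteri (exact permutation p = 0.119). On this component *Ltf iCre/+Arid1a f/f* replicates 1 to 4 scored 14.1, 17.0, 11.0 and 12.0, above every control (-12.9 to 4.24), and replicate 5 scored -19.3. Without replicate 5 the components were computed anew. The difference on the new second component, a different axis, was 3.72 (exact permutation p = 0.548). The choice that moved the first component most was log2 CPM in place of the regularized logarithm, with a difference of 62.2. With each uterus left out in turn the difference stayed between 27.8 and 37.0 (exact permutation p = 0.00794 to 0.0238).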

Principal component analysis of filtered, normalized log-transformed gene counts showed that the five *Ltf^iCre/+^Arid1a^f/f^* and five control *Arid1a^f/f^* samples segregated from one another based on overall gene expression (Figure 3A). 

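Among the tested genes, 2438 had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1305 of them higher and 1133 lower in *Ltf iCre/+Arid1a f/f* uteri. Of all 25146 tested genes, 2688 (10.7%) had values in the 5 uteri of one genotype that did not overlap those of the other, which chance gives for 0.794% of genes. An absolute log2 fold change of at least 1 was reached by 1141 of the genes and of at least 2 by 540. DESeq2, with its default adjustment in place of independent hypothesis weighting, gave 4103 genes, 2131 higher and 1972 lower, which included 2385 of the 2438. With each uterus left out in turn the count lay between 1204, without control replicate 2, and 2381, without *Ltf iCre/+Arid1a f/f* replicate 2. It was 1248 without control replicate 3 and 1414 without control replicate 4.

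**Figure D1:**
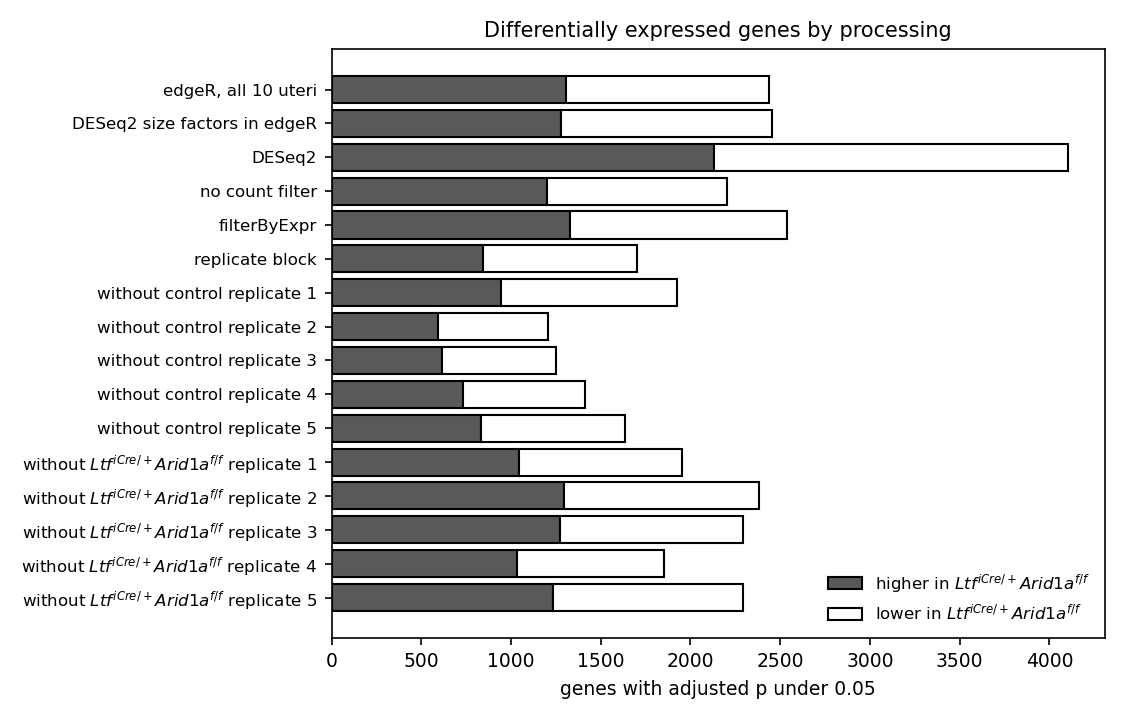
Number of genes with an adjusted p under 0.05 (horizontal axis) for each way of processing the 10 uteri, with the genes higher in *Ltf iCre/+Arid1a f/f* uteri in grey and those lower in white. The counts range from 1204 without control replicate 2 to 4103 with DESeq2.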

Differential expression analysis revealed that 4181 uterine genes (2174 increased, 2007 decreased) were significantly dysregulated due to deletion of endometrial epithelial *Arid1a*, which is visualized by hierarchical clustering heatmap (FDR < 0.05; Figure 3B; Supplementary Table S1). 

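The gene sets of IPA were not used here, and 20 short lists of genes written from general knowledge took their place. Each list was compared with all other tested genes by the camera test of limma, two-sided, with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over the 20 lists. All 20 genes of cholesterol biosynthesis were higher in *Ltf iCre/+Arid1a f/f* uteri, 14 of them with an adjusted p under 0.05 in the gene-wise test. Their log2 fold changes lay between 0.19 and 1.55 with a median of 0.80 (camera adjusted p = 9.71e-12). Of 28 genes of chromosomal replication, 26 were higher and 8 passed the gene-wise threshold, all upward (median log2 fold change 0.41, camera adjusted p = 3.53e-07). Among 15 targets of estrogen, 14 were higher and 6 passed the threshold (median 1.64, camera adjusted p = 0.000236). For these 3 lists, the mean log2 CPM of the list was higher in each of the 5 *Ltf iCre/+Arid1a f/f* uteri than in any control (two-sided exact permutation p = 0.00794, or 0.0227 after adjustment over the 20 lists). The 16 targets of progesterone went both ways, with 13 lower and 3 higher, log2 fold changes between -4.49 and 5.58 and a median of -0.32 (camera adjusted p = 0.00562). Their list mean did not separate the genotypes (adjusted exact permutation p = 0.328). Relative to the control mean, the mean log2 CPM of the progesterone targets was -1.90 and -1.51 in *Ltf iCre/+Arid1a f/f* replicates 1 and 5, and -0.03, -0.07 and 0.10 in replicates 2, 3 and 4. The list holds genes that moved in opposite directions, so a list mean near that of controls does not show that no target fell in a uterus. The median of the progesterone targets was -0.20 without *Ltf iCre/+Arid1a f/f* replicate 1, and the camera adjusted p was 0.0543 without *Ltf iCre/+Arid1a f/f* replicate 5. In all, 13 of the 20 lists passed the threshold with camera, and as many did in 17 of 100 splits of the same 10 uteri into 5 and 5, though every other split still holds more controls on one side. With the correlation estimated from the data 0 lists passed (lowest adjusted p = 0.301, with 3 lists at an unadjusted p under 0.05). With limma's fry test 9 lists passed, cholesterol biosynthesis (adjusted p = 0.0102), chromosomal replication (adjusted p = 0.0195) and estrogen targets (adjusted p = 0.0326) among them, but not progesterone targets (adjusted p = 0.198).

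**Figure D2:**
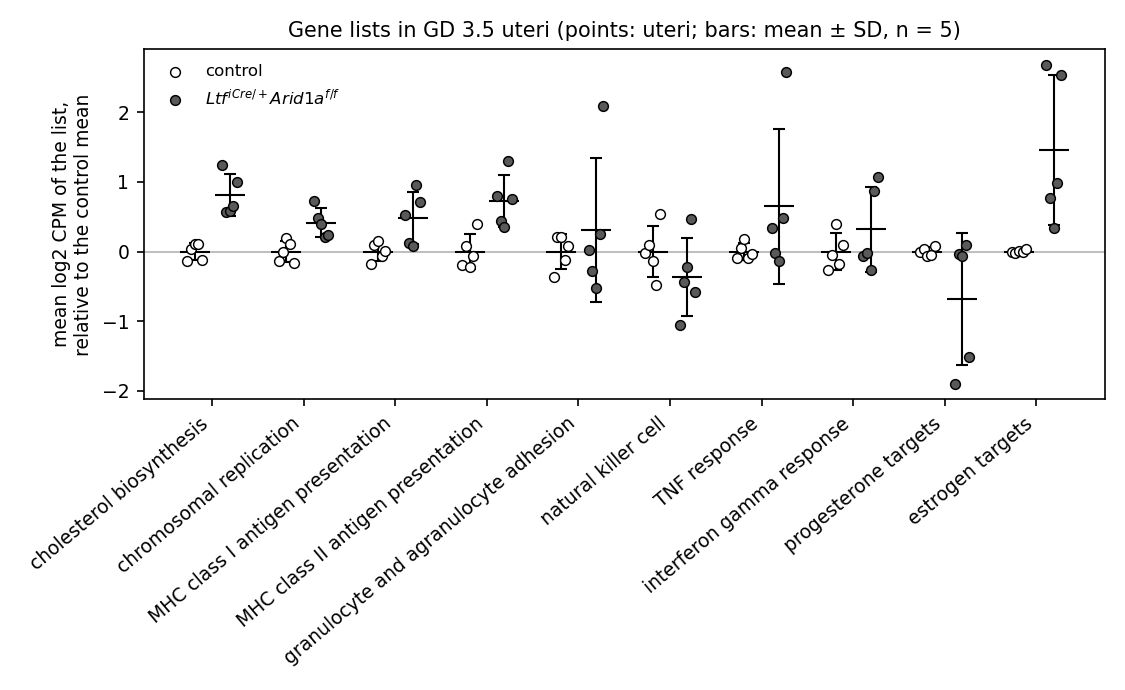
Mean log2 CPM of the genes of each list relative to the control mean (vertical axis) in the 5 control uteri (open points) and the 5 *Ltf iCre/+Arid1a f/f* uteri (grey points), with bars for mean ± SD. The *Ltf iCre/+Arid1a f/f* uteri lie above the controls for cholesterol biosynthesis, chromosomal replication and estrogen targets, and overlap them for progesterone targets.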

Ingenuity Pathway Analysis (IPA) of this gene set identified the most statistically significant overlaps with canonical pathways related to lipid biosynthesis, cell cycle regulation, and immune function and with upstream regulators including steroid hormones, cytokines, and other immune modulators (Figure 3C,D).

Because of the large number and broad spectrum of immune-related pathways in the dataset and the known change in uNK cells in *Ltf^iCre/+^Arid1a^f/f^* uteri, we examined the immune-related changes more closely. 

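Lists of genes for antigen presentation, leukocyte adhesion and NK cells were compared between genotypes in the same way. All 10 genes of MHC class II antigen presentation were higher in *Ltf iCre/+Arid1a f/f* uteri and 8 passed the gene-wise threshold, with a median log2 fold change of 0.88 (camera adjusted p = 1.14e-05). The list mean was above every control in 4 of the 5 *Ltf iCre/+Arid1a f/f* uteri (two-sided exact permutation, adjusted p = 0.0397). Of 13 genes of MHC class I antigen presentation, 12 were higher and 4 passed, with a median of 0.56 (camera adjusted p = 0.000240). The class I list did not pass with fry (adjusted p = 0.0798) or in the exact permutation of list means (adjusted p = 0.0794). The 30 genes of granulocyte and agranulocyte adhesion moved in both directions, from -1.98 to 8.28 on the log2 scale, 21 upward and 9 downward, with a median of 0.61 (camera adjusted p = 0.597). Without *Ltf iCre/+Arid1a f/f* replicate 5 the adhesion median was 0.11 and camera gave the opposite direction (adjusted p = 0.391), and without control replicate 1 the median was 0.41. Among 22 NK cell genes, 14 were lower, 3 of them past the gene-wise threshold. These 3 were all *Klra* genes (*Klra1* at -1.61, *Klra4* at -1.40 and *Klra7* at -1.35). The median log2 fold change of the list was -0.22 (camera adjusted p = 0.0604). This difference was not larger than the spread between uteri (adjusted exact permutation p = 0.328) and rested on single libraries. The NK median was -0.08 without control replicate 5, -0.05 without *Ltf iCre/+Arid1a f/f* replicate 1 and -0.10 without *Ltf iCre/+Arid1a f/f* replicate 5, while it was -0.30 without control replicate 4 (camera adjusted p = 0.00781) and -0.56 without *Ltf iCre/+Arid1a f/f* replicate 4 (camera adjusted p = 0.00117).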

Altered immune-related canonical pathways involved both the innate and adaptive immune response and both lymphoid and myeloid immune cells (Figure 4A). Upstream regulator analysis revealed activation of inflammatory factor targets, notably interferon gamma (IFNG), tumor necrosis factor (TNF), and interleukin-1 beta (IL1B), and deactivation of target molecules for the anti-inflammatory interleukin-10 (IL-10) receptor (IL10RA; Figure 4B).

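Genes that respond to TNF and IFNG were compared as lists, and the genes of the regulators themselves singly. Of 25 genes of the TNF response, 15 were higher and 10 lower in *Ltf iCre/+Arid1a f/f* uteri, and 4 passed the gene-wise threshold, all upward. The median log2 fold change of the list was 0.28 (camera adjusted p = 0.244). Without *Ltf iCre/+Arid1a f/f* replicate 5 the median was -0.05 and the direction turned (adjusted p = 0.663). Of 24 genes of the IFNG response, 19 were higher and 2 passed the gene-wise threshold, with a median of 0.43 (camera adjusted p = 0.00898). That list did not pass with fry (adjusted p = 0.347), in the exact permutation of list means (adjusted p = 0.392), without *Ltf iCre/+Arid1a f/f* replicate 4 (median 0.34, camera adjusted p = 0.0659) or without *Ltf iCre/+Arid1a f/f* replicate 5 (median 0.23, camera adjusted p = 0.210). *Ifng* (ENSMUSG00000055170, chromosome 10 of GRCm38, 118441046 to 118445892) had 0.333 ± 0.158 CPM (SD, n = 5) in controls and 0.825 ± 0.559 CPM (SD, n = 5) in *Ltf iCre/+Arid1a f/f* uteri, a log2 fold change of 1.31 (standard error 0.51, adjusted p = 0.127 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A gene model on the same strand, *Gm49751*, overlaps it. *Il1b* (ENSMUSG00000027398, chromosome 2, 129364570 to 129371139), which overlaps the antisense gene *Il1bos*, had 0.944 ± 0.398 CPM (SD, n = 5) in controls and 16.3 ± 33.3 CPM (SD, n = 5) in *Ltf iCre/+Arid1a f/f* uteri. Its log2 fold change of 4.11 (standard error 1.31, adjusted p = 0.0702 from the same test) rested on *Ltf iCre/+Arid1a f/f* replicate 5, without which it was 0.58 (adjusted p = 0.410). Without *Ltf iCre/+Arid1a f/f* replicate 3 its adjusted p was 0.0480. *Il10* (ENSMUSG00000016529, chromosome 1, 131019845 to 131024974) was near the detection limit, with at most 17 counts in a control and 22 in a *Ltf iCre/+Arid1a f/f* library. Its log2 fold change was 0.30 (standard error 0.74, adjusted p = 0.844), and -0.02 without control replicate 1. *Il10ra* (ENSMUSG00000032089, chromosome 9, 45253837 to 45269149) rose from 11.9 ± 2.15 to 19.1 ± 7.14 CPM (SD, n = 5 each). The rise of 0.68 on the log2 scale (standard error 0.23) had an adjusted p of 0.0898 in edgeR's quasi-likelihood test and 0.0365 with DESeq2.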

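In the RNA-seq counts, *Il36a* (listed as *Il1f6*, ENSMUSG00000026984, chromosome 2 of GRCm38, 24215418 to 24225702) had 0.0597 ± 0.118 CPM (SD, n = 5) in controls and 15.1 ± 27.9 CPM (SD, n = 5) in *Ltf iCre/+Arid1a f/f* uteri. Its log2 fold change was 7.92 (standard error 1.99, adjusted p = 0.0301 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 3 of the 5 *Ltf iCre/+Arid1a f/f* uteri above every control. Control replicate 4 held most of the control counts of *Il36a*, and the other controls had at most 0.0287 CPM. The fitted log2 fold change of 10.69 without control replicate 4 therefore depends on the prior count and does not give the size of the rise. *Il17a* (ENSMUSG00000025929, chromosome 1, 20730905 to 20734496) had at most 3 counts in any control library, so its mean of 0.485 ± 0.510 CPM (SD, n = 5) in *Ltf iCre/+Arid1a f/f* uteri was at least 11.2-fold higher (adjusted p = 0.0106 from the same test). Every *Ltf iCre/+Arid1a f/f* uterus lay above every control for *Il17a*, *Tnf*, *Il18*, *Csf3* and *Ccr4* (two-sided exact permutation p = 0.00794 for each). *Il18* (ENSMUSG00000039217, chromosome 9, 50554827 to 50581840) rose from 4.83 ± 0.661 to 9.14 ± 1.14 CPM (SD, n = 5 each), a log2 fold change of 0.92 (standard error 0.15, adjusted p = 0.00443) that stayed between 0.87 and 1.00 with each uterus left out. *Tnf* (ENSMUSG00000024401, chromosome 17, 35199381 to 35202007) rose from 0.583 ± 0.170 to 4.96 ± 6.44 CPM (SD, n = 5 each), with a log2 fold change of 3.09 (standard error 0.71, adjusted p = 0.0216). Without control replicates 2, 4 or 5 in turn, the adjusted p of *Tnf* was 0.0592, 0.0546 and 0.0546. *Csf3* (ENSMUSG00000038067, chromosome 11, 98701263 to 98703629) rose from 2.94 ± 1.29 to 8.39 ± 3.96 CPM (SD, n = 5 each), by 1.51 on the log2 scale (standard error 0.40, adjusted p = 0.0364), and passed the threshold in 4 of the 10 fits that each left out 1 uterus (adjusted p from 0.0295 to 0.0880). *Il1a* (ENSMUSG00000027399, chromosome 2, 129299610 to 129309972, overlapping the antisense gene *Gm14023*) had 0.0398 ± 0.0328 CPM in controls and 3.61 ± 7.29 CPM in *Ltf iCre/+Arid1a f/f* uteri (SD, n = 5 each). It had a log2 fold change of 6.43 (standard error 1.62, adjusted p = 0.0307). *Il1a* fell short of the threshold without any 1 of the controls (adjusted p from 0.0611 to 0.0805), and *Il36a* without any control but replicate 4 (adjusted p from 0.0647 to 0.0789). *Csf2* (ENSMUSG00000018916, chromosome 11, 54247271 to 54249667, overlapping the antisense gene *Gm12223*) had 0.160 ± 0.0761 and 1.19 ± 1.62 CPM (SD, n = 5 each). For *Csf2* a log2 fold change of 2.88 had an adjusted p of 0.0519 in edgeR's quasi-likelihood test, 0.00219 with DESeq2, 0.0480 with edgeR's own filter on low counts and 0.0215 without *Ltf iCre/+Arid1a f/f* replicate 1.
Of the receptors, *Ccr4* (ENSMUSG00000047898, chromosome 9, 114490316 to 114504916) rose from 0.123 ± 0.0648 to 0.539 ± 0.399 CPM (SD, n = 5 each), a log2 fold change of 2.12 (standard error 0.51, adjusted p = 0.0250 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without control replicates 1, 2, 3 or 5 in turn its adjusted p was 0.0555, 0.0592, 0.0658 and 0.0596. *Ccr2* (ENSMUSG00000049103, chromosome 9, 124101950 to 124113557) had 68.1 ± 17.5 CPM in controls and 112 ± 40.4 CPM in *Ltf iCre/+Arid1a f/f* uteri (SD, n = 5 each). The *Ccr2* log2 fold change of 0.72 (standard error 0.25) did not pass the threshold (adjusted p = 0.0897, and 0.0372 with DESeq2). Both receptor genes lie within 15 Mb of *Ltf*, where 37 of 439 tested genes passed the threshold against a median of 44 in random draws. *Tnfsf13b* (ENSMUSG00000031497, chromosome 8, 10006467 to 10039072) was lower in *Ltf iCre/+Arid1a f/f* uteri, at 4.45 ± 0.574 CPM against 6.19 ± 1.03 CPM in controls (SD, n = 5 each). Its log2 fold change was -0.47 (standard error 0.17, adjusted p = 0.0938, and 0.0148 with DESeq2) and stayed between -0.56 and -0.42 with each uterus left out. *Ltf iCre/+Arid1a f/f* replicate 5 held the highest of the 10 values for *Il36a*, *Il17a*, *Tnf*, *Il1a*, *Csf2*, *Csf3* and *Ccr4*. Without it the log2 fold changes were 5.44 for *Il36a*, 1.86 for *Tnf*, 3.07 for *Il1a*, 1.55 for *Csf2* (adjusted p = 0.107), 1.21 for *Csf3* (adjusted p = 0.0629) and 1.54 for *Ccr4*, and *Il17a* was at least 6.17-fold higher.

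**Figure D3:**
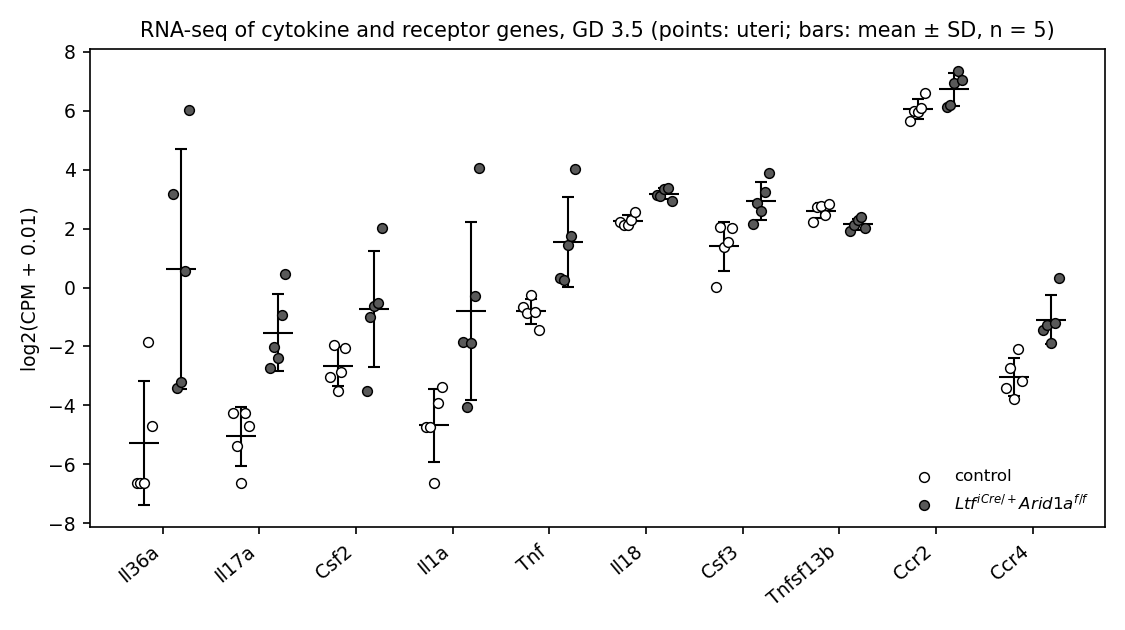
RNA-seq expression of each cytokine or receptor gene as log2 of CPM plus 0.01 (vertical axis) in the 5 control uteri (open points) and the 5 *Ltf iCre/+Arid1a f/f* uteri (grey points), with bars for mean ± SD. The *Ltf iCre/+Arid1a f/f* uteri lie above the controls for *Il17a*, *Tnf*, *Il18*, *Csf3* and *Ccr4*, and the *Tnfsf13b* points lie lower in *Ltf iCre/+Arid1a f/f* uteri.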

RT-qPCR validation of individual differentially expressed genes from the RNA-seq data confirmed that several genes coding for proinflammatory cytokines (interleukin-36 alpha, *Il36a*; interleukin-17A, *Il17a*; colony-stimulating factor 2, *Csf2*; interleukin-1 alpha, *Il1a*; *Tnf*; interleukin-18, *Il18*; colony-stimulating factor 3, *Csf3*; tumor necrosis factor ligand superfamily member 13B, *Tnfsf13b*) and cytokine receptors (C–C motif chemokine receptor 2, *Ccr2*; C–C motif chemokine receptor 4, *Ccr4*) were highly upregulated in the *Ltf^iCre/+^Arid1a^f/f^* uterus (*p* = 0.0079, 0.0079, 0.0079, 0.0079, 0.0159, 0.0001, 0.0013, 0.0469, 0.0079, 0.0317, respectively; Figure 4C). One receptor component (interleukin-17 receptor B, *Il17rb*) was decreased, possibly a compensatory effect due to the incredibly high levels of *Il17a* (*p* = 0.0317; Figure 4C). Genes related to innate immunity were also modulated, with one inflammasome-related gene (NLR family, apoptosis inhibitory protein 1, *Naip1*) increased and another (myeloid differentiation primary response 88, *Myd88*) decreased (*p* = 0.0079, 0.0013, respectively; Figure 4C).

The NK cell receptor gene (killer cell lectin-like receptor 7, *Klra7*) was downregulated, consistent with the finding of diminished uNK cells at GD 7.5 (*p* = 0.0316; Figure 4C). Scavenger receptor class A member 5 (*SCARA5*) and iodothyronine deiodinase 2 (*DIO2*) have been identified as marker genes for a diverging decidual response in vivo [10]. A shift toward dominance of senescent decidual cells, indicated by decreased *SCARA5* and increased *DIO2*, is associated uNK cell-deficient pre-pregnancy endometrium in humans [10]. Along with decreased uNK cell signaling and cell proliferation, *Ltf^iCre/+^Arid1a^f/f^* uteri exhibited significantly decreased *Scara5* and increased *Dio2* expression, though not quite to a level of statistical significance (*p* = 0.0480, 0.0952, respectively; Figure 4C). Together, these results indicate that a highly proinflammatory uterine environment results from deletion of endometrial epithelial *Arid1a* concomitant with a decrease in normal uNK cell regulation of the endometrium.

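Among the remaining genes that the paper measured by RT-qPCR, the RNA-seq counts of *Il17rb* (ENSMUSG00000015966, chromosome 14 of GRCm38, 29996135 to 30008896) fell to 40.0 ± 32.0 CPM (SD, n = 5) in *Ltf iCre/+Arid1a f/f* uteri, with an SD of 45.8 CPM among controls. The log2 fold change against controls was -2.38 (standard error 0.57, adjusted p = 0.0256 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the adjusted p was 0.0615 without control replicate 2 and 0.0522 without control replicate 4. *Naip1* (ENSMUSG00000021640, chromosome 13, 100407764 to 100452869) rose from 7.49 ± 1.27 to 29.4 ± 19.4 CPM (SD, n = 5 each), a log2 fold change of 1.97 (standard error 0.39, adjusted p = 0.0117) that passed the threshold in all 10 fits that each left out 1 uterus. *Myd88* (ENSMUSG00000032508, chromosome 9, 119335934 to 119341411) fell from 183 ± 29.1 to 104 ± 49.9 CPM (SD, n = 5 each), with a log2 fold change of -0.82 (standard error 0.30) and an adjusted p of 0.112, or 0.0461 with DESeq2. It overlaps the antisense gene *Acaa1a* and lies within 15 Mb of *Ltf*. *Klra7* (ENSMUSG00000067599, chromosome 6, 130218605 to 130233322) fell from 5.42 ± 2.29 to 2.12 ± 1.11 CPM (SD, n = 5 each). A log2 fold change of -1.35 (standard error 0.39) had an adjusted p of 0.0492, and only 1 of the 10 fits that each left out 1 uterus kept it under 0.05 (adjusted p from 0.0262, without *Ltf iCre/+Arid1a f/f* replicate 4, to 0.116, without control replicate 5). *Naip1* and *Klra7* belong to families of similar genes. Their counts may miss reads that could not be placed uniquely or hold reads of a similar gene. *Il17rb* overlaps the antisense gene *Actr8*. *Scara5* (ENSMUSG00000022032, chromosome 14, 65666403 to 65764826) fell from 159 ± 21.8 to 67.5 ± 44.3 CPM (SD, n = 5 each), a log2 fold change of -1.24 (standard error 0.42, adjusted p = 0.0839). With DESeq2 its adjusted p was 0.0167, and without *Ltf iCre/+Arid1a f/f* replicate 3 it was 0.0393. *Dio2* (ENSMUSG00000007682, chromosome 12, 90724552 to 90738438, overlapping the antisense gene *Gm26512*) rose from 223 ± 78.6 to 590 ± 371 CPM (SD, n = 5 each). This was a log2 fold change of 1.41 (standard error 0.39, adjusted p = 0.0430), and it passed the threshold in 3 of the 10 fits that each left out 1 uterus (adjusted p from 0.0257 to 0.107). Every *Ltf iCre/+Arid1a f/f* uterus lay below every control for *Il17rb*, *Myd88*, *Klra7* and *Scara5*, and above every control for *Naip1* (two-sided exact permutation p = 0.00794 for each), while for *Dio2* 3 of the 5 did (exact permutation p = 0.0238). Over the 16 genes measured by RT-qPCR, 11 passed the threshold when adjusted over all genes and 16 when adjusted over the list alone. This is not independent evidence because the paper took at least the cytokine and receptor genes among them from its RNA-seq data. Both totals also ignore direction. *Tnfsf13b* passed over the list alone as lower (log2 fold change -0.47, adjusted p = 0.0155 in edgeR's quasi-likelihood test), whereas the paper's RT-qPCR found it higher. From its results together, the RT-qPCR of these genes included, the paper states that loss of epithelial *Arid1a* makes the uterus highly proinflammatory while the normal regulation of the endometrium by uNK cells declines.

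**Figure D4:**
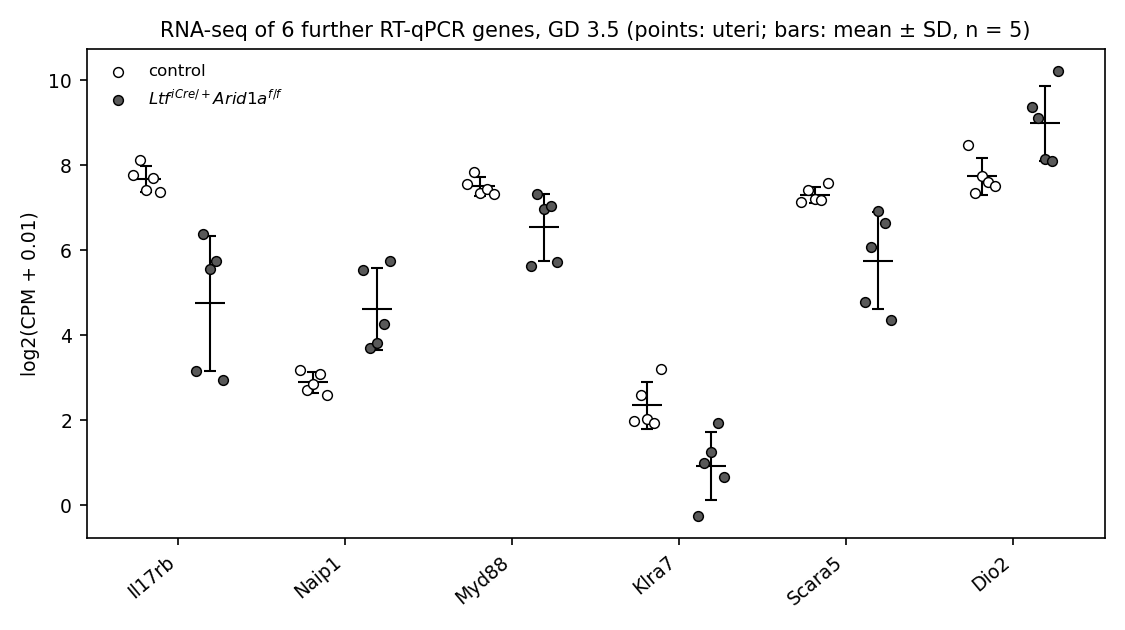
RNA-seq expression of the 6 genes as log2 of CPM plus 0.01 (vertical axis) in the 5 control uteri (open points) and the 5 *Ltf iCre/+Arid1a f/f* uteri (grey points), with bars for mean ± SD. *Il17rb*, *Myd88*, *Klra7* and *Scara5* lie lower and *Naip1* higher in each *Ltf iCre/+Arid1a f/f* uterus than in any control, and the *Dio2* points overlap.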

### 2.3. Uterine Macrophage Numbers Are Elevated in Ltf^iCre/+^Arid1a^f/f^ Mice at GD 3.5

Next, we asked if the pro-inflammatory gene expression in the *Ltf^iCre/+^Arid1a^f/f^* uterus at GD 3.5 was intrinsic to the endometrial stromal and epithelial cells or if it coincided with altered immune cell populations. Since macrophages are one of the major cell types that produce proinflammatory cytokines, such as TNF and IL-1A, and CSF2 and CCR2 are involved in the proliferation and homing of monocytes and macrophages, we assessed uterine macrophages in *Ltf^iCre/+^Arid1a^f/f^* mice by immunostaining for EGF-like module-containing mucin-like hormone receptor-like 1 (F4/80), a cell surface marker for macrophages and, to a lesser extent, monocytes [32,33]. While F4/80 positive cells were common in the control uterus, comprising approximately 30% of the stromal compartment, the percent of F4/80 positive cells was significantly increased, nearly doubling, in *Ltf^iCre/+^Arid1a^f/f^* uteri (Control = 27.86 ± 5.03, *Ltf^iCre/+^Arid1a^f/f^* = 57.30 ± 5.49, *p* = 0.0042; Figure 5). To determine if the changes in macrophage numbers were systemic or specific to the uterus, we stained control and *Ltf^iCre/+^Arid1a^f/f^* spleen tissue for F4/80, finding no difference in macrophage appearance or number (Control = 93.73 ± 1.43, *Ltf^iCre/+^Arid1a^f/f^* = 93.55 ± 1.80, *p* > 0.9999, Supplementary Figure S1).

To better characterize and more comprehensively assess the myeloid immune cell population in the *Ltf^iCre/+^Arid1a^f/f^* GD 3.5 uterus, we performed flow cytometry analysis, selecting among live, singlet leukocytes for a cluster of differentiation molecule 11B (CD11b)+ major histocompatibility complex class II (MHCII)+ cells, which were not different between genotypes (*p* = 0.5396, Figure 6A, Supplementary Figure S2). Within this myeloid population, F4/80− cluster of differentiation 64 (CD64)− lymphocyte antigen 6C (Ly6C)+ cells were unchanged, F4/80+ CD64+ Ly6C+ cells were significantly increased, and F4/80+ CD64+ Ly6C− cells were significantly decreased (*p* = 0.8154, 0.0050, 0.0029, respectively; Figure 6A,B, Supplementary Figure S2). Since CD64 is expressed primarily on macrophages, and Ly6C is thought to be specific to circulation-derived inflammatory monocytes and macrophages, the increase in F4/80+ macrophages in *Ltf^iCre/+^Arid1a^f/f^* uteri appears to be driven by infiltration of circulating Ly6C+ inflammatory cells rather than new growth of resident macrophages [33,34,35,36,37,38]. Further myeloid immune cell analysis revealed that Ly6G+ neutrophil numbers were consistent between genotypes, but CD64− cluster of differentiation 24 (CD24)+ uDCs, important for proper decidua formation, were significantly decreased in *Ltf^iCre/+^Arid1a^f/f^* mice [13,38] (*p* = 0.7818, 0.0016, respectively; Figure 6C,D, Supplementary Figure S2).

To assess the extrauterine peritoneal myeloid immune environment, we quantified monocytes, CD11b+ cells, large peritoneal macrophages, and small peritoneal macrophages in matched peritoneal fluid [39]. This analysis yielded no significantly altered peritoneal immune cell populations, suggesting again that the changes observed in myeloid immune cell composition in GD 3.5 *Ltf^iCre/+^Arid1a^f/f^* mice are specific to the uterus (*p* = 0.3214, 0.5941, 0.6783, 0.7649, respectively; Supplementary Figure S3). Together, these data demonstrate that deletion of endometrial epithelial *Arid1a* causes uterine-specific infiltration of circulating inflammatory myeloid cells during early pregnancy, resulting in elevated numbers of inflammatory macrophages alongside decreased uDCs and altered uNK cell signaling in the uterus.

## 3. Discussion

In gynecological pathologies such as endometriosis and infertility, the normally tightly regulated epigenetic landscape and immune environment of the endometrium are thrown off balance [40]. We previously showed that endometrial ARID1A levels are diminished in women with endometriosis and that abolishing endometrial epithelial ARID1A expression drives a loss of endometrial receptivity and failure of pregnancy establishment and maintenance [24,31]. Past research has also demonstrated that the endometrium of women with endometriosis experiences an increase in proinflammatory macrophages and alterations in uNK cell and uDC activity [15]. In this study, we describe a possible mechanism for a connection between these phenomena.

When we deleted *Arid1a* the endometrial epithelium using *Ltf^iCre/+^Arid1a^f/f^* mice, massive changes in immune-related gene expression patterns resulted in the pre-implantation (GD 3.5) uterus. Uterine expression of the proinflammatory cytokine genes *Il36a*, *Il17a*, *Csf2*, *Il1a*, *Tnf*, *Il18*, *Csf3*, and *Tfnfs13b* spiked alongside increased uterus-specific infiltration of F4/80+ CD64+ Ly6C+ inflammatory macrophages. At the same time, uDC numbers were diminished and pro-decidual uNK markers decreased. These disruptions were followed by reduced implantation site size, compromised decidua formation, and dramatic diminution of uNK cell presence post-implantation (GD 7.5). Interestingly, increases in *IL-17A*, *IL18*, *TNFSF13B*, and TNF signaling have all been previously identified in endometriosis conditions [41,42,43]. Increased IL-18 has been linked to failed embryo transfer and recurrent miscarriage [44,45]. Furthermore, TNF can inhibit trophoblast invasion, and one report showed that inhibiting its activity may improve live birth rates in women with recurrent spontaneous abortion [46,47]. Finally, high levels of uterine IL-36A were shown to correlate with an increased rate of fetal loss in mice [48].

Whether uNK cell numbers are altered in women with endometriosis is controversial; however, they do appear to be phenotypically altered with increased cytotoxicity [15]. In human pregnancy, the literature is clear regarding the importance of uNK cells for vasculature remodeling in the formation of the decidua and later on the placenta [49]. Moreover, a role for uNK cells in clearing senescent decidual cells has recently been described as important for maintaining uterine homeostasis and implantation [9]. An appropriate spaciotemporal balance between *SCARA5*+ decidual cells and *DIO2*+ senescent decidual cells must be maintained to allow implantation and prevent pregnancy loss, and low *SCARA5*, high *DIO2*, and low uNK populations are associated with recurrent pregnancy loss [10]. Our data from early pregnancy in *Ltf^iCre/+^Arid1a^f/f^* mice suggests that a lack of epithelial ARID1A leads to an early skew toward a pro-senescent decidual state that corresponds to the lack of sufficient uNK cells in the decidual post-implantation. Though uNK cells regulate the structure of the decidua and development of the placenta, they are not necessary in rodents for the delivery of normal numbers of pups [50,51,52]. Therefore, it is not clear if the diminished uNK cell population in *Ltf^iCre/+^Arid1a^f/f^* mice contributes to pregnancy failure or is simply a byproduct of the compromised early decidualization response. It also remains to be seen whether this phenomenon is a factor in endometriosis-related infertility in the human case.

The density of mature uDCs has been shown to be reduced in the endometrium of women with endometriosis potentially altering coordination of adaptive immunity and angiogenesis, though the functional outcome has not been thoroughly studied [15,53,54]. In mice, depletion of uDCs during pregnancy resulted in defective implantation, improper decidua formation, and embryo resorption [13]. Therefore, the reduction in uDCs following deletion of endometrial epithelial *Arid1a* in *Ltf^iCre/+^Arid1a^f/f^* mice may contribute to their compromised implantation and decidualization.

In endometriosis conditions, research to date has indicated that a decrease in anti-inflammatory macrophages and an increase in total macrophages accompanies upregulated proinflammatory cytokine signaling [15]. Similarly, our RNA-seq differentially expressed gene upstream regulator analysis identified deactivation of anti-inflammatory IL10RA target molecules but strong activation of proinflammatory TNF signaling targets in *Ltf^iCre/+^Arid1a^f/f^* uteri. TNF is considered a “master-regulator” of inflammatory cytokine production, and it can be both produced by and activate macrophages [55].

To analyze the relationship between increased inflammatory gene expression and macrophage cell presence in *Ltf^iCre/+^Arid1a^f/f^* uteri, we quantified macrophages with immunostaining and flow cytometry. Immunostaining identified a uterus-specific increase in total F4/80+ macrophages when endometrial epithelial *Arid1a* was deleted, but this analysis could not determine the source or characteristics of the cells since F4/80 marks tissue-resident macrophages as well as macrophages derived from circulating monocytes [38]. In our flow cytometry analysis, we were able to discriminate among F4/80+ CD64+ macrophages utilizing the monocyte and monocyte-derived cell marker Ly6C [33,35,37,38]. Since the Ly6C+ population increased in *Ltf^iCre/+^Arid1a^f/f^* uteri and the Ly6C− population decreased, we conclude that the increased F4/80+ macrophages in the uterus were derived from circulating inflammatory monocytes [33,35,37,38]. Since the F4/80− CD64− Ly6C+ cell populations were not different between genotypes, it appears that the altered cell type should be defined as an inflammatory monocyte-derived macrophage population rather than a classical monocyte population. However, we cannot conclude this with certainty since some monocytes also express F4/80 and CD64, and there is disagreement over whether Ly6C+ cells should be labeled as macrophages [33,35,37,38].

The observations of increased uterine proinflammatory cytokine gene expression and increased inflammatory macrophage infiltration in *Ltf^iCre/+^Arid1a^f/f^* mice raise the question of what factor first initiates the inflammatory conditions after epithelial deletion of *Arid1a*. Some level of inflammation is normal and required to facilitate implantation, but the inflammatory conditions we observed in *Ltf^iCre/+^Arid1a^f/f^* uteri were far beyond normal control levels. E2 signaling is generally considered to be proinflammatory, although this is a generalization of highly complex and context-dependent realities [56]. We previously reported a skew toward E2 signaling dominance in *Ltf^iCre/+^Arid1a^f/f^* uterine gene expression, which could contribute to the inflammatory environment, but serum E2 and P4 levels were not significantly altered [31]. We also previously demonstrated a defect of uterine gland function in *Ltf^iCre/+^Arid1a^f/f^* mice, which resulted in diminished *Lif* expression [31]. LIF regulates uterine immune cell composition in mice; however, *Lif* knockouts have half the normal numbers of uterine macrophages and double the uNKs, which is opposite from our findings here [57].

A more plausible mechanism for the triggering of extraordinary inflammation in *Ltf^iCre/+^Arid1a^f/f^* pregnant uteri is suggested by the fact that epithelial cells in the uterus as well as in other tissue types are known to produce TNF, CSF2, and other proinflammatory cytokines in certain circumstances [42,58,59,60,61]. In fact, ARID1A has been shown to directly bind near the promoter regions of *Il36a*, *Tnfsf13*, and other TNF-signaling related genes in the murine endometrial epithelium [30]. Furthermore, in 12Z endometriotic epithelial cells, genes bound by ARID1A and upregulated by knockdown of *ARID1A* expression include TNF signaling-related and inflammatory response pathway genes [29]. One gene from this ARID1A-bound and regulated group is *CCL2*, the gene for monocyte chemoattractant protein-1 (MCP-1), a major chemoattractant that regulates the migration of monocytes and macrophages by binding its receptor CCR2 [62]. Expression of both genes increases in endometriosis conditions [41,63]. Interestingly, we also found *Ccr2* gene expression increased in *Ltf^iCre/+^Arid1a^f/f^* uteri. Together, these data suggest a mechanism where loss of endometrial epithelial ARID1A leads to cell-autonomous secretion of CCL2, TNF, CSF2, and other inflammatory factors, which leads to recruitment of inflammatory macrophages into the uterus, further exacerbating the inflammatory environment (Figure 7). Such a strong inflammatory response in the uterus can then result in decreased uDCs and uNKs as we observed in *Ltf^iCre/+^Arid1a^f/f^* uteri as well as generally hostile, non-receptive conditions [33].

One limitation of our study is that all our gene expression analyses were performed on whole uterine tissue, which did not allow us to distinguish between gene expression in endometrial epithelial, stromal, and immune cells. Therefore, we cannot be certain whether the increased expression of proinflammatory cytokine genes we observed in *Ltf^iCre/+^Arid1a^f/f^* uteri was driven by direct changes in the epithelial cells or indirect changes in stromal or immune cells. Additionally, *Ltf-iCre* can reportedly be expressed in neutrophils and other myeloid lineage immune cells [64,65]. Although we did not observe changes in the number of uterine neutrophils, and systemic myeloid immune cell alterations were not evident as assessed in the spleen or peritoneal fluid, we cannot rule out the possible contribution of *Arid1a* deletion in *Ltf^iCre/+^Arid1a^f/f^* myeloid immune cells themselves. Furthermore, we did not assess whether changes occurred in uterine adaptive immune cell populations or in the uterine immune environment of non-pregnant mice, both of which are areas of interest for future study. Finally, all the experiments in this study utilized mice as a model system. While mice share many aspects of uterine biology with humans, there are important differences of reproductive tract development and function between species that must be considered [66]. For example, the differences in the hormonal environment between the human menstrual cycle and murine estrous cycle could impact the basal immune cell populations [15,67]. Therefore, our findings still need to be validated in human samples.

In summary, we have shown that deletion of endometrial epithelial *Arid1a* in mice causes large scale uterine transcriptome dysregulation during early pregnancy, including many genes related to immune function. Most notably, we found increases in proinflammatory cytokine expression and alterations in uNK cell signaling. At the cell level, increased proinflammatory cytokine transcription accompanied a uterine-specific influx of proinflammatory macrophages, a decrease in uDCs, and, after implantation, a diminished uNK cell population at implantation sites. For many of the immune-related changes we observed parallel observations from the dysregulated endometrial immune environment present in women with endometriosis, suggesting that diminished endometrial epithelial ARID1A in endometriosis conditions may contribute to the proinflammatory environment and negatively impact receptivity of the endometriosis-affected endometrium to pregnancy.

## 4. Materials and Methods

### 4.1. Mouse Models

All mouse procedures were approved by the Institutional Animal Care and Use Committee of Michigan State University. All mice were housed and bred in a designated animal care facility at Michigan State University under controlled humidity and temperature conditions and a 12 h light/dark cycle at 5 mice/cage maximum. Access to water and food (Envigo 8640 rodent diet) was ad libitum. Endometrial epithelial conditional *Arid1a* knockout mice were generated in mixed background C57BL/6, 129S6/SvEvTac, 129P2/OlaHsd, 129S1/SvImJ strain mice by initially crossing *Ltf^iCre/+^* [64] (Jackson Laboratory Stock No: 026030) males with *Arid1a^f/f^* [68] (Jackson Laboratory Stock No: 027717) females and then selecting *Ltf^iCre/+^Arid1a^f/f^* males and *Arid1a^f/f^* females from the F2 generation for continuous breeding. All experiments were performed in 12–15-week-old mature adult mice to ensure sufficient *Ltf^iCre/+^* activation. For breeding, one male mouse was normally placed into a cage with one female mouse. Occasionally, one male mouse was housed with two female mice to increase breeding success, and females were separated with their pups until weaning. After weaning at postnatal day 21–28, male and female littermates were separated and housed in groups at 5 mice/cage maximum until use in breeding or experiments. Mice of appropriate genotypes were randomly allocated to experimental groups, using littermates for comparisons when possible.

### 4.2. Mouse Procedures and Tissue Collection

Uterine samples from specific times of pregnancy were obtained by mating control or conditional *Arid1a* knockout female mice with proven wildtype male breeder mice defining morning of identification of a vaginal plug as GD 0.5. Part of each uterine sample isolated at GD 3.5 was snap-frozen and stored at −80 °C for RNA extraction. The remaining uterine tissues and paired spleen tissues were prepared for histological analysis by fixing for 6 h in 4% (*vol/vol*) paraformaldehyde (Fisher Scientific, Hampton, NH, USA, Cat. #04042-500), cryopreserving in a series of sucrose solutions increasing from 10% to 15% to 20% sucrose in Hanks’ Balanced Salt Solution (HBSS; Gibco, Grand Island, NY, USA, Cat. #14170-112), and deep freezing in Tissue-Tek optimal cutting temperature (OCT) compound (Sakura Finetek, Torrance, CA, USA, Cat. # 4583) at −80 °C. Whole uterine samples collected at GD 7.5 were photographed and weighed before fixing with 4% (*vol/vol*) paraformaldehyde and processing in a graded alcohol series for paraffin embedding. Implantation sites were identified and measured based on gross morphology with subsequent histological confirmation. Individual implantation sites were weighed after tissue processing but before embedding.

### 4.3. Histology and Immunostaining

For IHC and DBA lectin staining, fixed, paraffin-embedded tissues were cut at 5 μm, mounted on slides, deparaffinized, and rehydrated in a graded alcohol series. Immunostaining was performed by incubating overnight at 4 °C with a COX-2-specific primary antibody (Cayman Chemical, Ann Arbor, MI, USA, Cat. #160106, 1:1000) after citrate-based antigen unmasking, quenching of exogenous peroxidases with 3% hydrogen peroxide in methanol, and blocking with 10% normal goat serum (NGS; Vector Laboratories, Burlingame, CA, USA, Cat. #S-1000) in pH 7.5 PBS. A biotinylated anti-rabbit secondary antibody (Vector Laboratories, Cat. #BA-1000) was applied, followed by incubation with horseradish peroxidase (Thermo Fisher Scientific, Waltham, MA, USA, Cat. #434323) and developing using the Vectastain Elite DAB kit (Vector Laboratories, Cat. #SK-4100).

DBA staining was performed largely as previously described [11] by incubation with biotinylated *Dolichos biflorus* lectin (Vector Laboratories, B-1035-5, 1:250) overnight at 4°C after treatment with 1% hydrogen peroxide in pH 7.5 PBS and blocking with 10% NGS (Vector Laboratories, Cat. #S-1000) in pH 7.5 PBS. Horseradish peroxidase (Thermo Fisher Scientific, Cat. #434323) was applied, followed by developing using the Vectastain Elite DAB kit (Vector Laboratories, Cat. #SK-4100).

For immunofluorescence, frozen, OCT-embedded tissues were cut at 10 μm, mounted on slides, fixed in 4% (*vol/vol*) paraformaldehyde (Fisher Scientific, Cat. #04042-500), immersed in 0.3% hydrogen peroxide in methanol, and washed in 1/40 Triton-X 100 (Fisher Scientific, Cat. #BP151-500) before blocking with 10% normal goat serum (NGS; Vector Laboratories, Cat. #S-1000) in pH 7.5 PBS and incubating with an F4/80 primary antibody (BioLegend, San Diego, CA, USA, Cat. #123101) diluted in 10% NGS in PBS overnight at 4 °C. An anti-Rat Alexa Fluor 488 secondary antibody (Thermo Fisher Scientific, A-21208) was used before mounting with VECTASHIELD^®^ Antifade Mounting Medium with DAPI (Vector Laboratories, Cat. #H-1200). Imaging was performed with a Nikon epi-fluorescence microscope and NIS-Elements imaging software (Nikon Instruments, Melville, NY, USA). The percentage of F4/80-positive uterine cells was counted in representative stromal fields of approximately 350 cells per sample. The percentage of F4/80-positive spleen cells was counted in representative red pulp fields of approximately 500 cells per sample.

### 4.4. RNA Isolation and RT-qPCR

As previously described [24], total RNA was extracted from uterine tissues using the RNeasy Mini Kit for total RNA isolation (Qiagen, Valencia, CA, USA, Cat. #74106). Template cDNA was produced from 3 μg of total RNA using random hexamers and MMLV Reverse transcriptase (Thermo Fisher Scientific, Cat. # 28025013). cDNA levels were measured by real-time PCR SYBR green analysis using an Applied Biosystems StepOnePlus system according to the manufacturer’s instructions (Applied Biosystems, Foster City, CA, USA) using pre-validated primers (Table 1) and PowerUp SYBR Green Master Mix (Thermo Fisher Scientific, Cat. #A25742). The amplification conditions were 10 min at 95 °C, 40 cycles of 15 s at 95 °C followed by 1 min at 60 °C, then a melt curve phase consisting of 15 s at 95 °C, 1 min at 60 °C, and 15 s at 95 °C. Expression levels were normalized against ribosomal protein L7 (*Rpl7*) transcripts.

### 4.5. RNA-Sequencing

Libraries were prepared by the Van Andel Genomics Core from 500 ng of total RNA using the KAPA mRNA Hyperprep kit (v4.17) (Kapa Biosystems, Wilmington, MA, USA). RNA was sheared to 300–400 bp. Prior to PCR amplification, cDNA fragments were ligated to IDT Illumina UDI dual Indexed adapters (Illumina Inc, San Diego, CA, USA). Quality and quantity of the finished libraries were assessed using a combination of Agilent DNF-474 HS fragment kit (Agilent Technologies, Inc.) using a Fragment Analyzer (Agilent Technologies, Inc.), and QuantiFluor^®^ dsDNA System (Promega Corp., Madison, WI, USA). Individually indexed libraries were pooled and 50 bp, paired end sequencing was performed on an Illumina NovaSeq6000 sequencer using an S2, 100 bp sequencing kit (Illumina Inc., San Diego, CA, USA) to an average depth of 50M reads per sample. Base calling was conducted by Illumina RTA3 and output of NCS was demultiplexed and converted to FastQ format with Illumina Bcl2fastq v1.9.0.

### 4.6. RNA-Sequencing Analysis

Based on previously described methods [29], raw reads were trimmed with cutadapt [81] v1.18 and Trim Galore! (http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) v0.6.4_dev. Quality control analysis was performed using FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) v0.11.9. Trimmed reads were aligned to the GRCm38 genome assembly using STAR [82] v2.7.3a, and feature counting was performed using the command “--quantMode GeneCounts”. Output gene count files were constructed into an experimental read count matrix in R. Low count genes were filtered (1 count per sample on average) prior to DESeq2 [83,84] v1.30.1 count normalization and subsequent differential expression analysis. Calculated differential expression probabilities were corrected for multiple testing by independent hypothesis weighting (IHW [85] v 1.18.0) for downstream analysis, referred to as false discovery rate (FDR) for simplicity. Differentially expressed gene thresholds were set at FDR < 0.05. All reported instances of log2 (fold-change) data from RNA-seq were adjusted by apeglm v1.12.0 for LFC shrinkage [86]. Principal component analysis was calculated based on the top 500 genes by variance using DESeq2 and plotted with ggplot2 [87] v3.3.3. The RNA-seq heatmap was generated with ComplexHeatmap v2.6.2 [88] and circlize v0.4.12 [89] using scaled regularized-logarithm (rlog) counts for visualization. Differentially expressed genes were classified using QIAGEN Ingenuity Pathway Analysis (IPA) with results plotted with ggplot2.

### 4.7. Flow Cytometry

Uterine horns from GD3.5 mice were excised, spliced open longitudinally, and finely chopped using spring scissors. To prepare single cell suspensions, uterine tissue fragments were continuously digested in Enzyme buffer (Liberase™ TH Research Grade (0.09625 mg/mL, Millipore Sigma, Burlington, MA, USA, Cat. #LIBTH-RO), 100 U of DNaseI (Millipore Sigma, Cat. #AMPD1) in RPMI 1640 (Gibco, Grand Island, NY, USA, Cat. #11835-030) at 37 °C. To aid dissociation, samples were taken out every 20 min and pushed through 18 and 23 gauge needles. Once fragments were dissociated (after 60 to 90 min), samples were filtered through 70 um mesh, centrifuged at 400× *g* for 5 min, then resuspended in flow staining buffer (5% fetal bovine serum in PBS) to neutralize the Liberase™ TH enzyme. Red blood cells were lysed by resuspending the cell pellet in 1 mL of ACK (Ammonium-Chloride-Potassium) lysis buffer. To collect peritoneal fluid samples, 2–3 mL PBS was injected into the peritoneal cavity, the mouse was gently massaged, then as much fluid as possible was withdrawn. This was repeated if necessary to collect at least 2 mL of fluid. The resulting single cell suspensions (uterus and peritoneal lavage) were counted using Countess II (Thermo Fisher Scientific), resuspended in flow staining buffer and placed on ice.

To analyze viability, all cells were stained with Live/Dead Blue (Thermo Fisher Scientific, Cat. #L23105) on ice for 30 min, followed by Fc receptor block (BD Biosciences, East Rutherford, NJ, USA, Cat. #553141) on ice for 20 min. Antibodies against specific mouse antigens were utilized for cell-surface staining (Table 2). Between 2 – 6 × 10^5^ cells were stained using a cocktail of cell-surface antibodies for 30 min on ice, washed three times in flow staining buffer, and fixed in 1% paraformaldehyde prior to analysis. All samples were analyzed using spectral flow cytometry, Cytek^®^ Aurora (Cytek Biosciences, Fremont, CA, USA) at Michigan State University Flow Cytometry Core. The flow cytometric analysis software Kaluza (Beckman Coulter, Indianapolis, IN, USA) was used for analysis and generation of gating strategy.

### 4.8. Statistical Analysis

To assess statistical significance of parametric data, we used Student’s t-test. For non-parametric data, we used the Mann–Whitney U test. All statistical tests were two-tailed when applicable, and a value of *p* < 0.05 was considered statistically significant. Statistical analyses were performed using the Instat 3 package from GraphPad (San Diego, CA, USA). Statistical test results (*p*-values) are presented with the results in the text and symbolically in the figures, with explanations in figure legends. The value of n for each experiment, representing number of animals unless noted as number of implantation sites, is reported in the appropriate figure legend.

### 4.9. Data and Code Availability

The data that support the findings of this study are available from the article, Supplementary Materials, and the publicly accessible GEO database under series GSE196489.

## Figures and Tables

**Figure 1:**
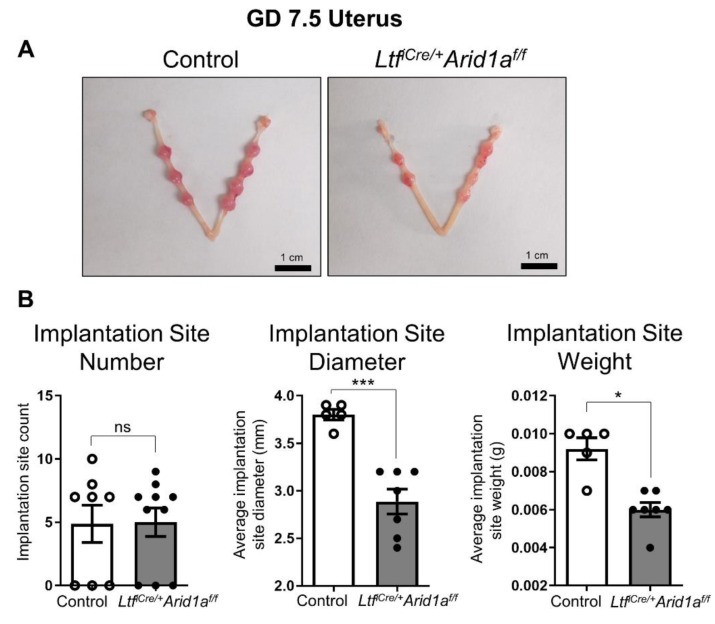
Deletion of endometrial epithelial *Arid1a* in mice causes diminished implantation site size and uNK cell numbers at GD 7.5. (**A**) Implantation sites were grossly visible in both control (*n* = 8) and *Ltf^iCre/+^Arid1a^f/f^* (*n* = 10) uteri at GD 7.5, appearing smaller in *Ltf^iCre/+^Arid1a^f/f^* uteri. (**B**) Implantation site number (left) as counted based on gross morphology was similar between control (*n* = 8, empty bar) and *Ltf^iCre/+^Arid1a^f/f^* (*n* = 10, grey bar) uteri at GD 7.5, but the average implantation site diameter (middle) and weight (right) were significantly decreased in *Ltf^iCre/+^Arid1a^f/f^* (*n* = 7, grey bar) uteri compared to controls (*n* = 5, empty bar). The graphs represent the mean ± SEM. * *p* < 0.05; ***, *p* < 0.001; ns, *p* > 0.05. Abbreviations: *Arid1a*, AT-rich interaction domain 1A; GD, gestation day; *Ltf*, lactoferrin; uNK, uterine natural killer.

**Figure 2:**
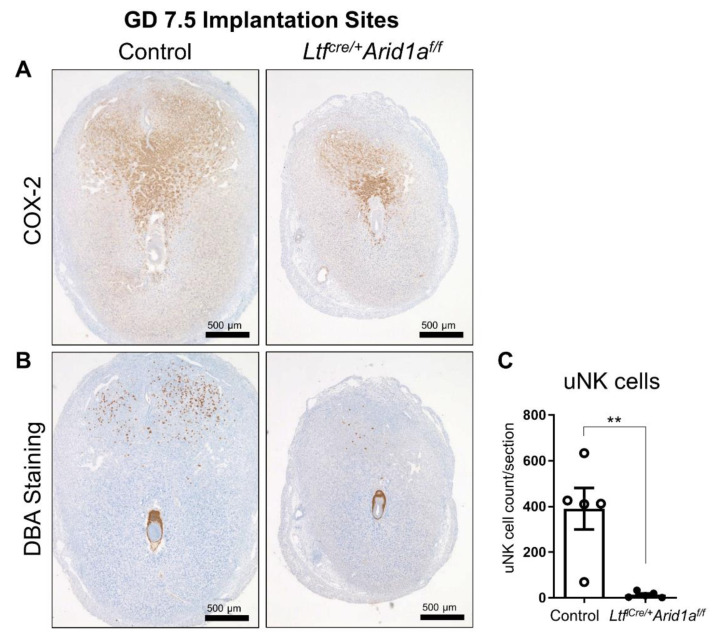
Deletion of endometrial epithelial *Arid1a* in mice causes diminished decidual area and decreased uNK cell numbers in GD 7.5 implantation sites. (**A**) Representative images of COX-2 IHC in control and *Ltf^iCre/+^Arid1a^f/f^* mouse uteri at GD 7.5 (*n* = 5 IS/genotype). (**B**) Representative images of DBA lectin staining for uNK cells in control and *Ltf^iCre/+^Arid1a^f/f^* mouse uteri at GD 7.5 (*n* = 5 IS/genotype). (**C**) Quantification of the average number of DBA-stained uNK cells counted per tissue section in control (*n* = 5 IS, empty bar) and *Ltf^iCre/+^Arid1a^f/f^* (*n* = 5 IS, grey bar) uteri. The graph represents the mean ± SEM. **, *p* < 0.01. Abbreviations: *Arid1a*, AT-rich interaction domain 1A; COX-2, cyclooxygenase-2; DBA, *Dolichos biflorus*; GD, gestation day; IS, implantation site; *Ltf*, lactoferrin; uNK, uterine natural killer.

**Figure 3:**
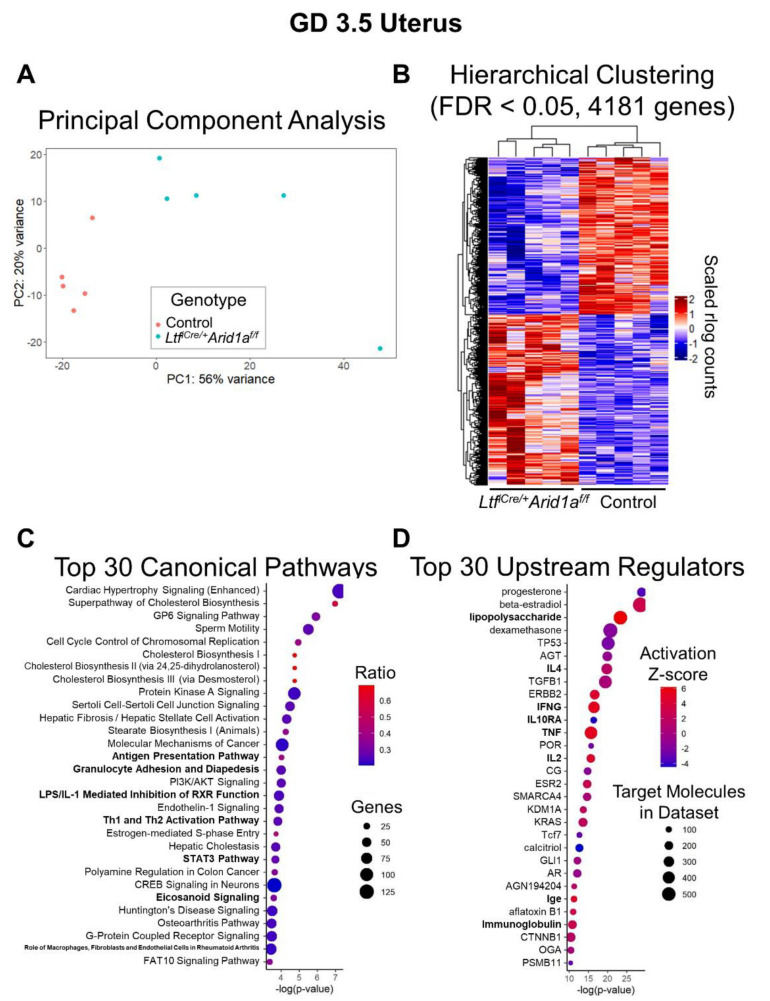
RNA-sequencing analysis of *Ltf^iCre/+^Arid1a^f/f^* uteri at GD 3.5 reveals large scale transcriptome dysregulation. (**A**) RNA-sequencing was performed on GD 3.5 control and *Ltf^iCre/+^Arid1a^f/f^* uterine RNA samples (*n* = 5/genotype). The PCA plot graphically shows that the overall gene expression patterns are distinct between groups. The plot was created using DESeq2 and ggplot2 in Rstudio. (**B**) Differential expression analysis with DESeq2 identified 4181 (2007 decreased, 2174 increased) significantly differentially expressed genes (DEGs) meeting the threshold of FDR < 0.05, corrected for multiple testing by independent hypothesis weighting. Hierarchical cluster analysis clearly distinguished the two groups based on gene expression patterns. The plot was created using ComplexHeatmap in Rstudio. (**C**) Ingenuity Pathway Analysis of the 4181 genes differentially expressed between control and *Ltf^iCre/+^Arid1a^f/f^* uteri (FDR < 0.05) identified 194 significantly enriched canonical pathways (*p* < 0.05). The plot shows the top 30 pathways from this list based on their corresponding *p*-values and also displays ratios (genes in current set/total genes in pathway) and number of genes from each pathway dysregulated in *Ltf^iCre/+^Arid1a^f/f^* uteri. (**D**) Ingenuity Pathway Analysis of the 4181 genes differentially expressed between control and *Ltf^iCre/+^Arid1a^f/f^* uteri (FDR < 0.05) identified 1526 significantly enriched upstream regulators (*p* < 0.05). The plot shows the top 30 upstream regulators from this list based on their corresponding p-values and also displays activation z-score and number of target molecules in the dataset. The plots were created with ggplot2 in Rstudio. Abbreviations: *Arid1a*, AT-rich interaction domain 1A; FDR, false discovery rate; GD, gestation day; *Ltf*, lactoferrin; PCA, principal component analysis.

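Scaled regularized-logarithm values of the genes with an adjusted p under 0.05 were clustered by Euclidean distance with complete linkage and divided into 2 clusters. One held the 5 control uteri and the other the 5 *Ltf iCre/+Arid1a f/f* uteri, so that 10 of 10 uteri fell with their own genotype. Genes chosen for a difference between genotypes favor this division. With the 500 most variable genes, chosen without regard to genotype, *Ltf iCre/+Arid1a f/f* replicate 5 stood alone and the other 9 uteri, 5 of them controls, formed 1 cluster, so that with each cluster assigned to a different genotype 6 of 10 uteri matched. Average linkage and log2 CPM values each gave 10 of 10 on the genes that differed.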

**Figure 4:**
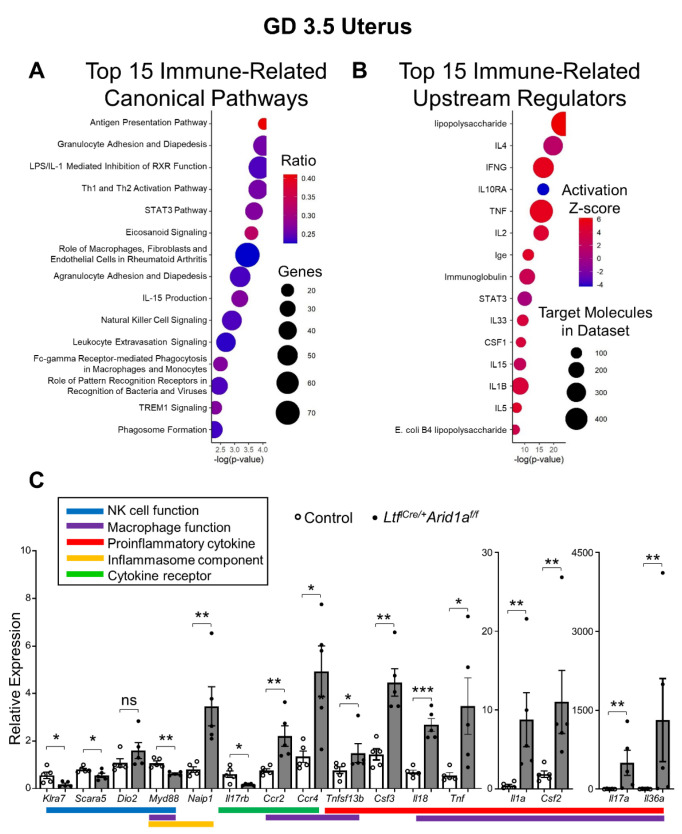
*Ltf^iCre/+^Arid1a^f/f^* uteri exhibit immune-related gene expression changes at GD 3.5. (**A**) Ingenuity Pathway Analysis of the 4181 genes differentially expressed between *Arid1a^f/f^* and *Ltf^iCre/+^Arid1a^f/f^* uteri (FDR < 0.05) identified 194 significantly enriched canonical pathways (*p* < 0.05). The plot shows the top 15 immune-related pathways from this list based on their corresponding *p*-values and also displays ratios (genes in current set/total genes in pathway) and number of genes from each pathway dysregulated in *Ltf^iCre/+^Arid1a^f/f^* uteri. (**B**) Ingenuity Pathway Analysis of the 4181 genes differentially expressed between *Arid1a^f/f^* and *Ltf^iCre/+^Arid1a^f/f^* uteri (FDR < 0.05) identified 1526 significantly enriched upstream regulators (*p* < 0.05). The plot shows the top 15 immune-related upstream regulators from this list based on their corresponding *p*-values and also displays activation z-score and number of target molecules in the dataset. The plots were created with ggplot2 in Rstudio. (**C**) Relative expression levels of the mRNA from each gene were normalized to *Rpl7* in whole uterine RNA preparations from control (*n* = 5, empty bar and empty dot) and *Ltf^iCre/+^Arid1a^f/f^* (*n* = 5, grey bar and filled dot) uteri at GD3.5 determined with RT-qPCR. The graphs represent the mean ± SEM. *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001; ns, *p* > 0.05. Abbreviations: *Arid1a*, AT-rich interaction domain 1A; *Ccr2*, C–C motif chemokine receptor 2; *Ccr4*, C–C motif chemokine receptor 4; *Csf2*, colony-stimulating factor 2; *Csf3*, colony-stimulating factor 3; *Dio2*, iodothyronine deiodinase 2; FDR, false discovery rate; GD, gestation day; *Klra7*, killer cell lectin-like receptor 7; *Il1a*, interleukin 1 alpha; *Il17a*, interleukin-17A; *Il17rb*, interleukin-17 receptor B; *Il18*, interleukin-18; *Il36a*, interleukin-36 alpha; *Ltf*, lactoferrin; *Myd88*, myeloid differentiation primary response 88; *Naip1*, NLR family, apoptosis inhibitory protein 1; NK, natural killer; PCA, principal component analysis; *Rpl7*, ribosomal protein L7; *Scara5*, scavenger receptor class A member 5; *Tnf*, tumor necrosis factor; *Tnfsf13b*, tumor necrosis factor ligand superfamily member 13B.

**Figure 5:**
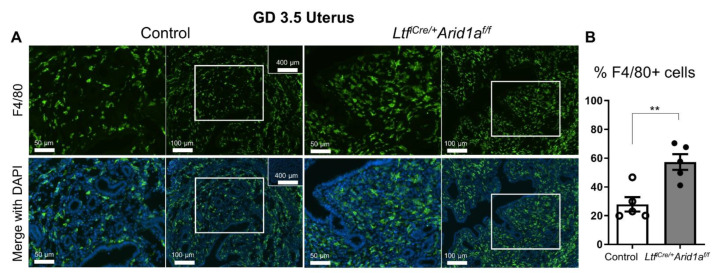
Uterine F4/80+ macrophage numbers are elevated in *Ltf^iCre/+^Arid1a^f/f^* mice at GD 3.5. (**A**) Representative images of F4/80 immunofluorescence (green) counterstained with DAPI (blue) in control (left) and *Ltf^iCre/+^Arid1a^f/f^* (right) mouse uterine sections at GD 3.5 (*n* = 5/genotype). For each group, the left image is higher magnification (scale bar = 50 µm) and the right image is a lower magnification region containing the zoomed region (indicated by large white rectangle; scale bar = 100 µm). The small insets in the upper right corner of the control images show no primary antibody negative controls (scale bar = 400 µm). (**B**) The percentage of F4/80-positive uterine cells was counted in representative stromal fields of approximately 350 cells per sample of control (*n* = 5, empty bar) and *Ltf^iCre/+^Arid1a^f/f^* (*n* = 5, grey bar) uteri at GD3.5. The graph represents the mean ± SEM. **, *p* < 0.01. Abbreviations: *Arid1a*, AT-rich interaction domain 1A; F4/80, EGF-like module-containing mucin-like hormone receptor-like 1; GD, gestation day; *Ltf*, lactoferrin.

**Figure 6:**
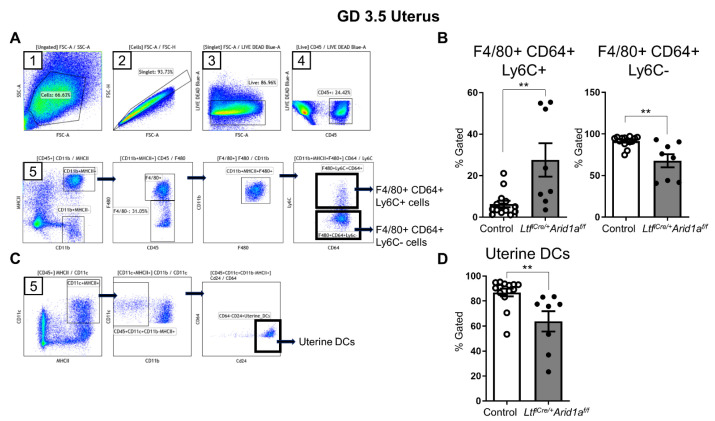
F4/80+ CD64+ Ly6C+ cells are increased, while uDCs are decreased in *Ltf^iCre/+^Arid1a^f/f^* uteri at GD 3.5. (**A**) The flow gating strategy to identify F4/80+ CD64+ Ly6C+ and F4/80+ CD64+ Ly6C-cells in the mouse uterus is shown. (**B**) The percentage Gated proportion of F4/80+ CD64+ Ly6C+ cells (left) and F4/80+ CD64+ Ly6C− (right) cells in control (*n* = 14, empty bar) and *Ltf^iCre/+^Arid1a^f/f^* (*n* = 8, grey bar) uteri at GD 3.5 is shown. (**C**) The flow gating strategy to identify uDCs in the uterus is shown. (**D**) The percentage Gated proportion of uDCs in control (*n* = 14, empty bar) and *Ltf^iCre/+^Arid1a^f/f^* (*n* = 8, grey bar) uteri at GD 3.5. The graphs represent the mean ± SEM. **, *p* < 0.01. Abbreviations: *Arid1a*, AT-rich interaction domain 1A; CD64, cluster of differentiation 64; DCs, dendritic cells; F4/80, EGF-like module-containing mucin-like hormone receptor-like 1; GD, gestation day; *Ltf*, lactoferrin; Ly6c, lymphocyte antigen 6C.

**Figure 7:**
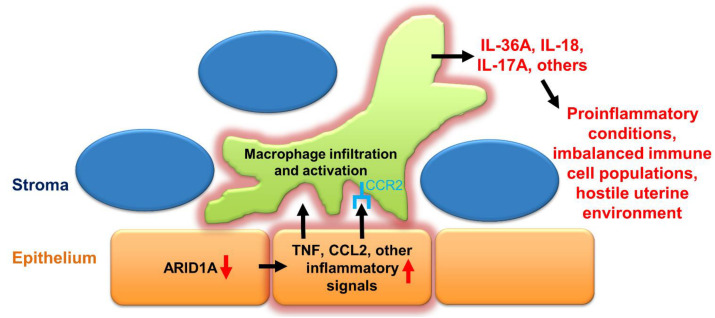
Proposed mechanism: Endometrial epithelial ARID1A loss leads to increased proinflammatory cytokine expression and macrophage-driven uterine inflammation during early pregnancy. Abbreviations: ARID1A, AT-rich interaction domain 1A; CCL2, monocyte chemoattractant protein-1; CCR2, C–C motif chemokine receptor 2; IL-17A, interleukin-17A; IL-18, interleukin-18; IL-36A, interleukin-36 alpha; TNF, tumor necrosis factor.

**Table 1:** SYBR green primers used for RT-qPCR.

Gene Name	Forward Primer (5′–3′)	Reverse Primer (5′–3′)	Source
*Klra7*	TCACAGCACACAGGTAGAGG	AGCTGGAAATCTGGCAGGTC	Self-designed
*Scara5*	AGGAGGGAAAGCCAGGTAGC	CCCCTAGCTTCCCATCATCA	[69]
*Dio2*	CCTCTTCCTGGCGCTCTATG	TTCAGGATTGGAGACGTGCA	[70]
*Myd88*	CCCACTCGCAGTTTGTTGGA	TAGGGGGTCATCAAGGGTGG	Self-designed
*Naip1*	CAGCCACCTAAAATAAGCTCTGG	GGACCCATGTTGGTCACTCC	[71]
*Il17rb*	CCATCCCTCCAGATGACAAC	TGCTCCTTCCTTGCCTCCAAGTTA	[72]
*Ccr2*	GACAAGCACTTAGACCAGGC	ACCTTCGGAACTTCTCTCCA	[73]
*Ccr4*	CCATTCTGGGGCTACTACGC	ACCAGGTACATCCATGAAACGA	[73]
*Tnfsf13b*	ACACTGCCCAACAATTCCTG	TCGTCTCCGTTGCGTGAAATC	[74]
*Csf3*	GCAGACACAGTGCCTAAGCCA	CATCCAGCTGAAGCAAGTCCA	[75]
*Il18*	GACTCTTGCGTCAACTTCAAGG	CAGGCTGTCTTTTGTCAACGA	[76]
*Tnf*	GCCTCCCTCTCATCAGTTCT	CACTTGGTGGTTTGCTACGA	[77]
*Il1a*	CCATCCAACCCAGATCAGCA	GTTTCTGGCAACTCCTTCAGC	[78]
*Csf2*	CCTGGGCATTGTGGTCTACAG	GGCATGTCATCCAGGAGGTT	[75]
*Il17a*	GGAGAGCTTCATCTGTGTCTCTG	TTGGCCTCAGTGTTTGGACA	[79]
*Il36a*	CTACAGCTTGGGGAAGGGAACATA	CCCTTTAGAGCAGACAGCGATGAA	[80]

**Table 2:** Antibodies used for flow cytometry.

Antibody	Conjugate	Clone	Company	Cat. #
CD45	PE Cy5	30-F11	BioLegend, San Diego, CA, USA	103110
CD11c	PE	N418	BioLegend, San Diego, CA, USA	117307
CD11b	Percp Cy5.5	M1/70	BioLegend, San Diego, CA, USA	101228
Ly6C	BV510	HK1.4	BioLegend, San Diego, CA, USA	128033
Ly6G	BV711	1A8	BioLegend, San Diego, CA, USA	127643
CD64	FITC	X54-5/7.1	BioLegend, San Diego, CA, USA	136316
CD24	APC	M1/69	BioLegend, San Diego, CA, USA	101813
F4/80	APC Cy7	BM8	BioLegend, San Diego, CA, USA	127117
MHCII	EF450	M5/114.15.2	Invitrogen, Waltham, MA, USA	48-5321-82
LD	Blue	-	Thermo Fisher, Waltham, MA, USA	L23105

## Data Availability

The data that support the findings of this study are available from the article, Supplementary Materials, and the publicly accessible GEO database under series GSE196489.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms23116067/s1.

How the deposited data were processed for this re-analysis (not part of the article)

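Uterine RNA of 5 control *Arid1a f/f* mice and 5 *Ltf iCre/+Arid1a f/f* mice at GD 3.5 was sequenced by the authors as 50 bp, paired end mRNA libraries. The authors trimmed the reads with cutadapt and Trim Galore, aligned them to GRCm38 with STAR and counted reads per gene with its GeneCounts mode. They deposited 1 table of whole-number counts for 45706 Ensembl gene identifiers in the 10 libraries, without normalization, and their filter on low counts was not applied in it. The release of the gene annotation and the strand setting of the counting are not given in the paper's text. No count in the table belonged to a row without a gene, and each column was matched to its sample by name. The counts per library ranged from 59296537 to 72702411. At this depth a gene with 3 counts stood at about 0.0432 CPM in a control library. Where no library of a genotype had more than 3 counts of a gene, the fold is given as a bound against this level. The fitted log2 fold changes of such genes, which depend on the prior count, enter the list medians, and these are also given with the genes at their bound where that changes them. No libraries were duplicates, since the counts of every pair of the same genotype differed by far more than the sampling noise (chi-square of at least 36.1 per gene).

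Gene symbols and coordinates were taken from a GENCODE annotation of GRCm38, in which 45143 of the identifiers were found. Genes with a mean of at least 1 count per sample were kept, which left 25146. Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM normalization, quasi-likelihood test with genotype as the only factor, Benjamini-Hochberg adjustment, threshold 0.05). Standard errors were derived from the same fits, as the absolute log2 fold change over the square root of the quasi-likelihood F statistic. They are approximate, above all for genes near the detection limit, whose fold changes depend on the prior count. CPM values use the TMM library sizes. DESeq2 1.42.0 was the alternative test and also gave the regularized-logarithm values for the principal component analysis, which used the 500 genes of largest variance, and for the hierarchical clustering. Single genes were also tested with a two-sided exact permutation test over the 252 arrangements of 5 uteri against 5. Drawings were made with matplotlib 3.10.9 in Python 3.11.15.

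In place of the Ingenuity gene sets, which were not used here, 20 lists were written from general knowledge. There were 10 lists for statements in the paper (cholesterol biosynthesis, chromosomal replication, MHC class I and class II antigen presentation, granulocyte and agranulocyte adhesion, natural killer cell, TNF response, interferon gamma response, progesterone targets, estrogen targets) and 10 for cell types or tissues (macrophage, inflammatory monocyte, neutrophil, dendritic cell, T cell, B cell, epithelium, gland, stroma, myometrium). They were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation of 0.01 between genes. Fry, camera with an estimated correlation and a two-sided exact permutation test of the mean log2 CPM of each list served as alternatives. Some genes stand in more than 1 list, such as the 7 shared by the adhesion and the TNF response lists and the 4 shared by the MHC class I and the interferon gamma response lists, and *Klra7* and *Ccr2* were also in the RT-qPCR panel of the paper.

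The genes named in the text were *Arid1a* and *Ltf*, the 16 genes of the RT-qPCR panel, and the 5 largest rises and 5 largest falls. Other genes linked to measurements, regulators or earlier work that the paper describes were added to these. The largest changes were taken among genes with an adjusted p under 0.05, a mean of at least 100 counts per sample and no overlap between the genotypes. Positions of strongly changed genes (absolute log2 fold change of at least 2) were scanned in windows of 10 Mb against 10000 random draws matched on expression. The 10 uteri were also split into 5 and 5 in other ways, of which 100 were drawn.

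The procedures were tested on simulated counts with 200 changed genes. Of these, edgeR recovered 89.0% and called 12 unchanged genes among 24619 genes, edgeR with the replicate number as a block recovered 86.5% and called 11, and DESeq2 recovered 94.0% and called 57. Without any changed gene edgeR called 0 of 24647 genes. Alternatives covered the normalization, the test, the filter on low counts, the replicate number as a block, the transformation, the linkage, the window and the omission of each uterus. The RT-qPCR, immunostaining, flow cytometry and GD 7.5 measurements of the paper were not analysed here.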

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

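The tests of library size and of the neutrophil list in *Ltf iCre/+Arid1a f/f* replicate 5 and the test of estrogen targets beside *Ltf* were chosen only after the results had been seen.

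Dixon's test was run on the 5 uteri of each genotype for 102 sets of values, and 18 held a uterus far from the others, where chance gives about 5.1. Of these 18, 13 were *Ltf iCre/+Arid1a f/f* replicate 5. It had the lowest score on the second principal component among *Ltf iCre/+Arid1a f/f* uteri (-19.3) and the highest CPM of *Ltf* (2831), *Ccr4* (1.24), *Tnf* (16.4), *Il1a* (16.6), *Csf2* (4.05), *Il36a* (64.6, listed as *Il1f6*), *Lif* (17.4), *Il1b* (76.0), *Fcgr1* (29.9), *Ly6c2* (15.8), *Itgam* (105) and *Clca3b* (342). Its total of 68.0 M counts lies among those of the other libraries, and its 20 most abundant genes took 7.60% of the counts, less than in any other library, so neither depth nor a few dominant genes accounts for the high values. *Arid1a* was at 165 CPM in this uterus, the lowest of all 10, which gives no sign of an exchanged genotype label. The neutrophil list stood a median of 5.46 on the log2 scale above the median of the other 4 *Ltf iCre/+Arid1a f/f* uteri, beyond all of 10000 random lists matched on expression, and 10 of its 11 tested genes were highest in this uterus. The abundant *S100a8*, named after its values were seen, was at 290 CPM here against a median of 0.546 CPM in the other 4, while *Mpo* was lower here (0.231 against 0.939 CPM). Of the 12 listed genes, 5 were above 1 CPM in controls. A candidate explanation is a larger number of neutrophils in this uterus. Other lists were also raised in it, with 22 of 25 TNF response genes, 10 of 12 macrophage genes and 7 of 7 B cell genes at their highest, so that a broader inflammation stays open. Whether such a state belongs to the genotype cannot be read from 1 of 5 uteri.

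The remaining 5 were spread over 4 libraries. Control replicate 1 had the highest control values of *Ltf* (11.7 CPM) and *Dio2* (359 CPM), and control replicate 4 that of *Il36a* (0.270 CPM). Control replicate 3 had that of *Tmprss11d* (0.0157 CPM, which is 1 count), and *Ltf iCre/+Arid1a f/f* replicate 2 the highest *Ly6c1* of its genotype (35.7 CPM). Without control replicate 4 the fitted log2 fold change of *Il36a* was 10.69 in place of 7.92. The other controls had at most 0.0287 CPM of *Il36a*, so the value of 10.69 depends on the prior count. No explanation of these 5 outlying values was tested.

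*Ltf*, whose locus carries the Cre and whose level the paper's text does not name, rose by 7.23 on the log2 scale, by 5.27 without *Ltf iCre/+Arid1a f/f* replicate 5 and by 7.88 without control replicate 1, with every *Ltf iCre/+Arid1a f/f* uterus above every control. A local effect of the inserted Cre on its neighbours was looked for in the 43 tested genes within 1 Mb, whose median log2 fold change was 0.0591. Since 4 of them passed the threshold upward and 2 downward, a local effect cannot be told apart from the absence of one in this way. An effect on *Ltf* alone was not tested. The list of estrogen targets, which does not hold *Ltf*, rose with a median log2 fold change of 1.64. As a hypothesis, the higher *Ltf* may be part of a stronger response to estrogen in these uteri.

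Changes were ranked among genes with an adjusted p under 0.05, a mean of at least 100 counts per sample and no overlap between the genotypes. The ranked genes with the largest rises were ones that the paper's text does not discuss. Their fitted log2 fold changes were 11.54 for *Tmprss11d*, 9.34 for *Rfx6*, 9.03 for *Clca3b*, 8.60 for *Lcn2* and 8.49 for *Wif1*. *Tmprss11d* and *Rfx6* had at most 3 counts in any control, so their fitted values depend on the prior count, and they were at least 327-fold and at least 201-fold higher, or at least 122-fold and at least 251-fold higher without *Ltf iCre/+Arid1a f/f* replicate 5. *Tmprss11d* was high only in *Ltf iCre/+Arid1a f/f* replicates 1 and 5 (20.6 and 49.5 CPM) and at most 0.203 CPM in the other 3, and its adjusted p of 0.0152 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment became 0.0925 without control replicate 3. Without *Ltf iCre/+Arid1a f/f* replicate 5 the log2 fold change of *Clca3b* was 6.59. *Lcn2* was at 7.13 and *Wif1* at 7.38 without it, and with the replicate number as a block *Lcn2* did not pass (adjusted p = 0.155). *Lcn2* is in the list of estrogen targets and in that of the TNF response, and no other test here bears on its rise. The reads of these genes were not checked for paralogs.

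Among the genes ranked in this way, the largest falls were those of *Ifi44l* (-8.14), *Fam83a* (-4.50), *Areg* (-4.49), *Abcb5* (-4.43) and *Sox2ot* (-4.28). Each had every *Ltf iCre/+Arid1a f/f* uterus below every control and an adjusted p under 0.05 in all 10 fits that left out 1 uterus. *Sox2ot*, at -4.87 without *Ltf iCre/+Arid1a f/f* replicate 3, overlaps several small RNA genes on its strand. *Ifi44l* had 12.0 to 20.8 CPM in controls 2 to 5 but 0.126 CPM in control replicate 1 and at most 0.0868 CPM in *Ltf iCre/+Arid1a f/f* uteri. It therefore differs among control mice as well, and a sequence variant of the mixed strain background may underlie it. Among genes that were high in some libraries and low in others, with a gap of at least 3 between them on the log2 scale, 3 of 18 neighbouring pairs within 5 Mb shared their set of libraries, which does not decide this. Correction for GC content and gene length, which left 2321 differentially expressed genes, and thinning to equal depth, which left 2446, argue against these trends as the source of the changes as a whole.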

How the results depend on the processing

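The comparisons and alternatives were fixed before the data were examined, apart from robust empirical Bayes in edgeR and the exact permutation of list means, which were chosen after seeing the data.

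The number of differentially expressed genes was 2438 and stayed between 2205 and 2538 with DESeq2's size factors in edgeR, without a filter on low counts, with edgeR's own filter and with robust empirical Bayes. With DESeq2 it was 4103, 2131 higher and 1972 lower. In simulated counts with 200 changed genes DESeq2 recovered more of these than edgeR (94.0% against 89.0%) and called more unchanged genes (57 against 12). The simulation held far fewer changed genes than were called here, so it does not show why DESeq2 called more. Across the 10 fits that each left out 1 uterus it ranged from 1204 to 2381, with 594 to 1296 genes higher and 610 to 1085 lower. The lowest counts were without control replicate 2. The total was 1248 (617 higher and 631 lower) without control replicate 3 and 1414 (735 higher and 679 lower) without control replicate 4, and 833 genes were higher without control replicate 5. These fits have fewer samples. Of the 16 RT-qPCR genes 11 passed the threshold, 15 with DESeq2, whose adjusted p for *Il1a* was not defined, and 8 with robust empirical Bayes. The 15 include *Tnfsf13b*, which was lower and not higher as in the paper's RT-qPCR. The omission of 1 uterus gave 3 to 11, with 7, 3, 5, 5 and 4 without control replicates 1 to 5.

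The replicate numbers do not pair the samples, since uteri of the same number deviated from their group means with correlations of 0.03, 0.09, -0.13, 0.04 and 0.19. With the replicate number as a block, 1704 genes passed (845 higher and 859 lower), and the log2 fold change of *Ly6c2* was -0.0695 in place of 0.0753. The block left 8 named genes short of the threshold and brought 1 past it, and no gene list changed its side of the threshold.

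Of the 48 named genes 28 passed the threshold, 16 of them in all 10 fits that left out 1 uterus, and 5 others passed in some of these fits only. *Il10* ranged from -0.0192 (without control replicate 1) to 0.59, and *Ly6c2* from -0.58 (without *Ltf iCre/+Arid1a f/f* replicate 5) to 0.29, with -0.12 and -0.05 without control replicates 1 and 2. DESeq2 brought 7 named genes past the threshold and lost none, and gave no adjusted p for *Il1a*, *Il1b* and *Itgam*. DESeq2's size factors lost 1, the absence of a filter 2, and robust empirical Bayes 4.

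Of the 20 gene lists 13 passed with camera. The number was 0 with the correlation estimated from the data, with 3 at an unadjusted p under 0.05, and 8 in the exact permutation of list means. With the estimated correlation, adjusted p was 0.301 for cholesterol biosynthesis, chromosomal replication, MHC class II and estrogen targets, 0.451 for MHC class I, 0.687 for the interferon gamma response and 0.595 for progesterone targets. Fry gave 0.0798 for MHC class I, 0.347 for the interferon gamma response and 0.198 for progesterone targets, and the exact permutation 0.0794, 0.392 and 0.328. For 2 lists of cell types, dendritic cell and stroma, the camera call was lost with edgeR's own filter on low counts. Across the fits that each left out 1 uterus, the camera adjusted p ranged from 0.144 to 0.864 for adhesion, 0.00117 to 0.394 for NK cells, 0.0525 to 0.663 for the TNF response, 0.000414 to 0.210 for the interferon gamma response, 0.000685 to 0.0543 for progesterone targets and 0.0884 to 0.799 for B cells. Without *Ltf iCre/+Arid1a f/f* replicate 5 the direction of adhesion (adjusted p 0.391), the TNF response (0.663) and B cells (0.690) was reversed, and the interferon gamma response (0.210) and progesterone targets (0.0543) fell short. The interferon gamma response also fell short without *Ltf iCre/+Arid1a f/f* replicate 4 (0.0659). The NK cell list passed without control replicate 4 (0.00781) and without *Ltf iCre/+Arid1a f/f* replicate 4 (0.00117). Beyond the number of samples and the assumed correlation, the cause was not tested.

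The difference on the first principal component was 25.8 to 62.2 across the alternatives and 27.8 to 37.0 with 1 uterus left out. Clustering gave 10 of 10 uteri with their genotype on the genes that differed and, with each cluster assigned to a different genotype, 6 of 10 on the 500 most variable genes, where *Ltf iCre/+Arid1a f/f* replicate 5 stood alone. The densest window of strongly changed genes held 10 genes, and 6 to 18 with 1 uterus left out. The 18 arose without control replicate 1 on chromosome 4, from 140000001 to 150000000 (permutation p = 0.0001, the smallest that 10000 draws can give), against p = 0.579 with all uteri. Depth limits *Il10* (at most 22 counts per library) and *Il17a* (at most 3 counts in a control).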

Differences from the paper's values

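The number of differentially expressed genes was 2438, against the paper's 4181. Of these, 1305 were higher in *Ltf iCre/+Arid1a f/f* uteri, against the paper's 2174, and 1133 were lower, against the paper's 2007. Of the alternatives set before the data were examined, DESeq2 gave 4103 genes, with 2131 higher and 1972 lower, which fall within 1.5 times the paper's values. DESeq2's size factors in edgeR (2452), no filter on low counts (2205), edgeR's own filter (2538), the replicate number as a block (1704) and the omission of each uterus in turn (1204 to 2381) did not close the gap, nor did robust empirical Bayes (2407), which was chosen after seeing the data. The paper's methods name DESeq2 with independent hypothesis weighting, which was not run here.

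The paper shows *Tnfsf13b* as increased by RT-qPCR among genes taken from the RNA-seq data. In the counts *Tnfsf13b* fell by 0.47 on the log2 scale, with the same direction in every fit that left out 1 uterus (-0.56 to -0.42). It did not pass the threshold with edgeR (adjusted p = 0.0938) and did with DESeq2, which also gave it as lower (adjusted p = 0.0148).

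The paper reports RT-qPCR of *Scara5*, *Myd88*, *Ccr2* and *Csf2*, and introduces *Ccr2* and *Csf2* as differentially expressed genes from its RNA-seq data. These 4 did not pass the threshold with edgeR's quasi-likelihood test (adjusted p = 0.0839, 0.112, 0.0897 and 0.0519) although their directions were the paper's. All 4 passed with DESeq2 (adjusted p = 0.0167, 0.0461, 0.0372 and 0.00219). *Csf2* also passed with edgeR's own filter (adjusted p = 0.0480) and without *Ltf iCre/+Arid1a f/f* replicate 1 (adjusted p = 0.0215), *Scara5* without *Ltf iCre/+Arid1a f/f* replicate 3 (adjusted p = 0.0393) and *Ccr2* with the replicate number as a block (adjusted p = 0.0483).

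The paper names *Ifng*, *Tnf* and *Il1b* as upstream regulators with activated targets. The list of TNF response genes used here did not pass the threshold (camera adjusted p = 0.244), and its genes are not those of the paper's analysis.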

Other observations

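The tests on processed pseudogenes, on genes that were high in some libraries and low in others and on *Rplp0* were chosen only after the results had been seen.

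In 1 of 100 splits of the 10 uteri into 5 and 5, which is the split by genotype itself, as many genes as 2438 passed the threshold, and the largest number in another split was 3. As many as 11 RT-qPCR genes also passed only in the split by genotype (1 of 100 splits). The paper took at least the cytokine and receptor genes among them from its RNA-seq data, which favors this split. The count of RT-qPCR genes therefore cannot test whether the division by genotype differs from others. As many as 13 of the 20 lists passed with camera in 17 of 100 splits, with a median of 9 lists over the splits and up to 17 in another split. No other split is free of genotype, since each puts 4 or 3 controls on one side, and 8 of the 16 other splits with as many lists put 4 controls together. The number of lists therefore does not set the split by genotype apart from others, and the splits do not show how many lists would pass without any difference between genotypes. The exact permutation of list means, with 8 lists, does not assume a correlation. After removal of each library's trend with GC content and gene length 2321 genes passed, 2099 of them among the 2438. With all libraries thinned to 59296537 counts 2446 passed, 2355 of them among the 2438. Neither trend accounts for the number of changed genes.

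Several genes linked to other measurements or to earlier work that the paper describes were also compared in the RNA-seq counts. Adjusted p is from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment throughout. *Foxa2* fell from 12.6 ± 1.56 to 5.73 ± 1.69 CPM (SD, n = 5 each), by 1.13 on the log2 scale (adjusted p = 0.00570), and *Ptgs2*, which encodes COX-2, had a log2 fold change of 2.22 (adjusted p = 0.0136). *Lif* was at 10.1 ± 2.50 and 6.77 ± 6.06 CPM (log2 fold change -0.58, adjusted p = 0.469), but at -1.30 without *Ltf iCre/+Arid1a f/f* replicate 5 (adjusted p = 0.0129). *Esr1* (-0.25, adjusted p = 0.378), *Pgr* (0.11, adjusted p = 0.722) and *Rpl7*, the reference gene of the RT-qPCR (-0.12, adjusted p = 0.588), did not differ beyond the spread. The same holds for the macrophage markers *Adgre1*, which encodes F4/80 (0.44, adjusted p = 0.305), and *Fcgr1*, which encodes CD64 (0.87, adjusted p = 0.209), and for *Itgam* (0.95, adjusted p = 0.200), *Ly6c2* (0.08, adjusted p = 0.948) and *Ccl2* (0.45, adjusted p = 0.565). Without *Ltf iCre/+Arid1a f/f* replicate 5 these 5 had log2 fold changes of 0.20, 0.29, 0.23, -0.58 and 0.06, and *Ly6c2* was also below 0 without control replicates 1 and 2 (-0.12 and -0.05). *Ly6c1* fell by 1.11 (adjusted p = 0.00288), with every *Ltf iCre/+Arid1a f/f* uterus below every control. *Ly6g* was higher (3.82, adjusted p = 0.0294), but not without control replicates 2 to 5 in turn (adjusted p from 0.0710 to 0.0761), and it was at 2.50 without *Ltf iCre/+Arid1a f/f* replicate 5 (adjusted p = 0.0457). *Tnfsf13* (1.29, adjusted p = 0.0483) and *Cd24a* (1.46, adjusted p = 0.0495) passed the threshold in 2 and 3 of the 10 fits that left out 1 uterus (adjusted p from 0.0167 to 0.115 and from 0.0263 to 0.114). Over these fits the log2 fold change of *Tnfsf13* was 0.95 to 1.49 and that of *Cd24a* 0.92 to 1.65. *Itgax* (0.81, adjusted p = 0.0708) passed only without *Ltf iCre/+Arid1a f/f* replicate 2 (adjusted p = 0.0437) among these fits, and with DESeq2 (adjusted p = 0.0206). *Tnfsf13* overlaps *Tnfsfm13* on its strand and *Tnfsf13os* on the other, *Itgam* overlaps *Gm49368*, and the *Ly6* genes are close paralogs. The counts of these genes may therefore miss reads or hold reads of a similar gene. For *Ly6c2* the direction turned with the block on replicate number as well (-0.07). These values are mRNA levels of the whole uterus and do not count cells.

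Of the 10 lists for cell types and tissues, 6 passed with camera. T cell genes rose (10 of 10 higher, median log2 fold change 0.76, adjusted p = 0.000240), as did epithelium (11 of 12 higher, median 0.82, adjusted p = 1.71e-05) and dendritic cell genes (9 of 10 higher, median 0.67, adjusted p = 0.0462). Gland genes fell (8 of 8 lower, median -2.25, or -1.67 with 2 genes set at their bound, adjusted p = 0.000240), as did myometrium (10 of 10 lower, median -0.45, adjusted p = 0.00239) and stroma (7 of 10 lower, median -0.31, adjusted p = 0.0371). The exact permutation of list means kept T cell, epithelium, dendritic cell and gland (adjusted p = 0.0227 each) and not stroma (0.0529) or myometrium (0.144). Of the dendritic cell genes, 1 passed the gene-wise threshold upward and 1 downward. These were *Cd24a* (log2 fold change 1.46, adjusted p = 0.0495 in edgeR's quasi-likelihood test) and *Zbtb46* (-0.60, adjusted p = 0.0109). By flow cytometry the paper found uDCs decreased, and this list does not count cells. The dendritic cell list fell short without control replicates 1 or 3 or *Ltf iCre/+Arid1a f/f* replicates 1, 2 or 4 (camera adjusted p from 0.0554 to 0.0925), the last of which gave a median of 0.44. Stroma fell short without control replicates 2 or 3 or *Ltf iCre/+Arid1a f/f* replicate 4 (adjusted p from 0.0781 to 0.0925). The gland median was -1.26 without control replicate 1. Macrophage (median 0.43, adjusted p = 0.131), inflammatory monocyte (0.69, adjusted p = 0.446) and B cell genes (0.33, adjusted p = 0.597) did not pass, and their medians were 0.21, 0.22 and -0.27 without *Ltf iCre/+Arid1a f/f* replicate 5. The neutrophil list had a median of 4.24, or 3.82 with 1 gene at its bound (adjusted p = 0.0906), and -0.09 without *Ltf iCre/+Arid1a f/f* replicate 5, while it passed without *Ltf iCre/+Arid1a f/f* replicate 2 (0.0454) or 3 (0.0433). Above 1 CPM in controls were 10 T cell, 12 epithelium, 9 dendritic cell, 6 gland, 10 myometrium, 10 stroma, 12 macrophage, 7 monocyte, 4 B cell and 5 neutrophil genes, so most of these lists are also expressed in control uteri. No cause of the list changes was tested, and a change in the number of cells and a change within cells both stay open.

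A haplotype of the mixed strain background that differed between the groups would gather strongly changed genes in a few places. The densest 10 Mb window held 10 of the 538 strongly changed genes with a position, on chromosome 4 from 140000001 to 150000000, as many as the median of random draws (permutation p = 0.579). Without control replicate 1 the same window held 18 (permutation p = 0.0001, the smallest that 10000 draws can give). Such a haplotype therefore cannot be told apart from its absence, because the result turns on 1 library. Around *Ltf*, where the inserted Cre carries its own flanking sequence, 37 of 439 tested genes within 15 Mb passed the threshold, against a median of 44 in random draws (permutation p = 0.895). The 3 RT-qPCR genes there (*Ccr2*, *Ccr4* and *Myd88*) thus do not lie in a region rich in changed genes, but a variant that acts on 1 gene would not be seen in this way and cannot be told apart from a response to the deletion.

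Among processed pseudogenes that passed the threshold, more were lower than higher in *Ltf iCre/+Arid1a f/f* uteri. Of 2217 tested, 62 passed it as lower and 18 as higher, and among strongly changed genes past the threshold 52 were lower and 6 higher, while of the other genes 149 were lower and 331 higher (Fisher's exact test, two-sided p = 2.48e-18). Genomic DNA in the control libraries would raise all of them, but the median log2 fold change over all tested processed pseudogenes was 0.0681. The parent genes of the lower ones had a median of 0.12, against -3.71 for these pseudogenes, so lower parents do not account for it. The depth of the genotypes differed by a ratio of only 1.05. Libraries aligned or counted in different ways would raise or lower the same genes in the same libraries. Some genes were high in some controls and low in others, with a gap of at least 3 on the log2 scale (CPM plus 0.1), although the low libraries may still hold reads of them. Of 26 such processed pseudogenes, 17 were not in the commonest set of libraries. Strain variants against the reference may be a source, since STAR counts only reads it can place uniquely. In 72 such genes of any kind, the commonest set (29 genes) had control replicate 1 low, and 16 of these were also low in all 5 *Ltf iCre/+Arid1a f/f* uteri, *Ifi44l* among them. Over all 10 libraries 3 of 18 neighbouring pairs within 5 Mb shared their set (permutation p = 0.361), too few pairs to decide, so strain variants cannot be told apart from an effect of the genotype for these genes.

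The clearest single case was *Rplp0*, chosen after its values were seen. Its 5 pseudogenes took 13.9, 33.8, 34.0, 0.741 and 34.4% of the CPM of *Rplp0* and these pseudogenes together in controls 1 to 5, and 0.696 to 0.763% in the 5 *Ltf iCre/+Arid1a f/f* uteri. *Rplp0* itself had a log2 fold change of 0.69 (adjusted p = 0.0758 in edgeR's quasi-likelihood test). A variant in *Rplp0* that makes its reads match the pseudogenes, with 2, 1 or 0 copies, is a candidate explanation for the 3 levels among controls. *Rplp0* itself was lowest where the share was highest, at 565, 481 and 601 CPM in controls 2, 3 and 5, against 863 CPM in control 1, 1185 CPM in control 4 and 959 to 1322 CPM in *Ltf iCre/+Arid1a f/f* uteri, which goes with reads moving from the gene to its pseudogenes. The sum of *Rplp0* and its pseudogenes was not constant, however, at 729 to 1194 CPM in controls and 966 to 1333 CPM in *Ltf iCre/+Arid1a f/f* uteri, so a move of counted reads does not account for the whole difference. The neighbouring pairs (3 of 18) do not decide on strain variants, and the explanation stays open for this gene. If it holds, the apparent fall of its pseudogenes (-7.48 for *Rplp0-ps1*) would reflect the strain of the mice and not the deletion.

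Some genes separated uteri within the *Ltf iCre/+Arid1a f/f* genotype. Of 71 genes with a gap of at least 3 on the log2 scale between some of the 10 libraries and the rest, 21 were high in all controls and in *Ltf iCre/+Arid1a f/f* replicates 2, 3 and 4 and low in replicates 1 and 5, *Spink1*, *Lrp2*, *Wnt11* and *S100g* among them. Another 8, such as *Wif1*, *Lcn2* and *Muc4*, had *Ltf iCre/+Arid1a f/f* replicates 1 and 5 on the high side of the gap and all others on the low side. The low side is not absence, since *Lcn2* was at 0.838 to 1.71 CPM in controls and at 4.61, 2.35 and 32.8 CPM in *Ltf iCre/+Arid1a f/f* replicates 2, 3 and 4, against 635 and 1659 CPM in replicates 1 and 5. These genes were named after their values were seen. The same 2 uteri scored highest on the first principal component (22.7 and 50.7). The mean log2 CPM of the progesterone targets relative to the control mean was also lowest in these 2 uteri (-1.90 and -1.51), while single targets such as *Areg* were below every control in all 5 *Ltf iCre/+Arid1a f/f* uteri. No explanation was tested, and differences in the timing or the hormonal state of single mice stay open.

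The copy of the paper's table of differentially expressed genes read here holds 1998 of the paper's 4181 genes, so no overlap was tested on it. All 1998 log2 fold changes equal the unshrunken estimates of DESeq2 on the deposited counts to within 0.001, whereas the methods describe shrinkage with apeglm. All 1998 had the same direction in edgeR, and 1146 passed its threshold.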
